# Defining cellular diversity at the swine maternal–fetal interface using spatial transcriptomics and organoids

**DOI:** 10.1371/journal.pbio.3003302

**Published:** 2025-08-28

**Authors:** Cole R. McCutcheon, Allyson Caldwell, Liheng Yang, Elisa Crisci, Jonathan Alex Pasternak, Carolyn B. Coyne

## Abstract

The placenta is a dynamic, embryo-derived organ essential for fetal growth and development. While all eutherian mammals have placentas composed of fetal-derived trophoblasts that mediate maternal–fetal exchange, their anatomical and histological structures vary across species due to evolutionary divergence. Despite the cellular heterogeneity of porcine trophoblasts in vivo, understanding the mechanisms driving porcine placental development has been limited by the lack of in vitro models replicating this heterogeneity. In this study, we derived swine trophoblast organoids (sTOs) from full-term porcine placentas, retaining key transcriptional signatures of in vivo trophoblasts. To identify conserved cell populations, we integrated Visium spatial transcriptomics from mid-gestation porcine placentas with single-cell transcriptomics from sTOs. Spatial transcriptomics revealed novel markers of the porcine uterus and placenta, enabling precise separation of histological structures at the maternal–fetal interface. The integration of tissue and sTO transcriptomics showed that sTOs spontaneously differentiate into distinct trophoblast populations, with conserved gene expression and cell communication programs. These findings demonstrate that sTOs recapitulate porcine placental trophoblast populations, offering a powerful model for advancing placentation research. Our work also provides a spatially resolved whole-transcriptome dataset of the porcine maternal–fetal interface, opening new avenues for discoveries in placental development, evolution, and health across mammals.

## Abstract 2

Understanding porcine placental development has been hindered by the lack of in vitro models that reflect its cellular heterogeneity. This study develops a swine trophoblast organoid model that mimics in vivo trophoblast diversity and gene expression, providing a novel platform for studying placental biology and maternal-fetal interactions.

## Introduction

The defining feature of eutherian mammals is the presence of the fetal-derived placenta. The placenta is critical for fetal growth due to its numerous functions ranging from nutrient transfer [1,2], steroidogenesis [3], and immunological defense [4,5]. While these placental functions are largely maintained across species, the placenta has repeatedly evolved via a combination of convergent and divergent evolution resulting in variable placental morphologies across species [6,7].

Placental structure is commonly categorized by the tissue layers separating the maternal and fetal vasculature [7,8]. In the most invasive placental type, termed hemochorial, the placenta erodes the uterine epithelium and remodels the uterine vasculature resulting in the influx of maternal blood which directly bathes the placental epithelial cells, termed trophoblasts [7]. This type of placentation is observed in many species, including humans and rodents. Conversely, porcine placentae are considered the least invasive placental type, termed epitheliochorial. In this system, the uterine vasculature, stroma, and epithelium remain intact due to a lack of invasion by the trophoblast cells [7]. In this case, the primary contact point for the placenta is the uterine epithelium. Critically, regardless of the placental type or structure, all gas and nutrient transfer must occur across the trophoblast layer [9].

In humans, trophoblasts consist of several subpopulations [10–12]. The three primary classes of trophoblasts include cytotrophoblasts (CTBs), extravillous trophoblasts (EVTs), and the multinucleated syncytiotrophoblast (STB). CTBs represent the mononuclear, proliferative, undifferentiated trophoblast population of the placenta [10] whereas EVTs are highly invasive, immunosuppressive cells, that primarily serve to remodel the maternal spiral arteries [13–15]. Conversely, the STB is a terminally differentiated multinuclear trophoblast population that covers the entire surface of the chorionic villi. They serve dual roles as both a barrier to infection and a critical site layer for nutrient and gas transfer [16,17].

Unlike human trophoblasts, which have been heavily characterized and subtyped [12,18], the properties and subpopulations of swine trophoblasts are comparatively unknown, but several lines of evidence suggest that subpopulations exist. First, the point of contact between the fetal trophoblasts and uterine epithelium, termed the maternal–fetal interface, is extensively folded to enhance placental surface area [19]. Along these folds, it has been reported that aquaporins [20] and various transporters vary in expression [21], suggesting that trophoblast polarization along these folds occurs. Second, the porcine placenta contains areolae, a cluster of specialized, columnar trophoblast cells that sit atop uterine glands and facilitate the transfer of uterine gland secretions to the developing fetus [22]. It is known that areolar trophoblasts are primed to uptake uteroferrin compared to other trophoblasts [23] and express specific markers, such as cathepsin L1 (CTSL) [24], suggesting a unique pattern of differentiation. Lastly, recent studies in early gestation porcine placentas have revealed subpopulations of trophoblasts, which display unique expressional and putative functions [25,26]. While these data serve as a critical advancement, these studies are unable to spatially resolve these populations to known structures such as the interface or the areola, thereby limiting the interpretation of these data [25,26].

Another major hurdle to furthering our understanding of porcine placentation is the lack of suitable in vitro models. Limited access, coupled with high expense render in vivo and *ex vivo* models challenging. While porcine trophoblast cell lines, such as PTr2 [27,28], Jag-1 [29], and pTR cells [30] are available, these cells likely represent pre-implantation trophoblasts. Whether these cell lines recapitulate later stages of placental development, or the cellular heterogeneity observed in vivo remains unclear.

In human and murine systems, organoids have proven to be a valuable tool for studying complex biological systems in part because they can be cryopreserved, are scalable, and are often tractable [31]. Furthermore, as organoids spontaneously differentiate into various cell populations, they represent one of the most physiologically relevant in vitro models [31]. We and others have successfully derived trophoblast organoids from human and non-human primate (NHP) placentas, demonstrating that they recapitulate the cellular heterogeneity and gene expression patterns of the human and NHP placenta [32–37]. Because of the success of trophoblast organoid models, we sought to develop a similar model of the swine placenta. Here, we show the derivation of swine trophoblast organoids (sTOs) from full-term placental tissue. Our data demonstrate that sTO can be expanded, passaged, and cryopreserved, and recapitulate the expression of canonical markers of the swine placenta. Using Visium spatial transcriptomics of mid-gestation swine placentas, we identified the gene signatures of diverse trophoblast populations in vivo and identified novel maternal–fetal crosstalk pathways. By coupling spatial transcriptomics of whole placentas with single-cell transcriptomics from sTO, we found that organoids spontaneously differentiated into various trophoblast populations, accurately replicating their gene signatures. Additionally, we identified gene changes along a differentiation trajectory in sTOs, revealing signatures associated with the differentiation of distinct swine trophoblast subpopulations. Taken together, these data demonstrate that sTO provide an accurate and comprehensive model of the swine placenta, offering a powerful tool for advancing studies of porcine placentation and reproductive biology in vitro.

## Results

### Derivation and long-term expansion of swine trophoblast organoids

To derive sTOs, we collected full-term swine placenta tissue and applied a similar two-step enzymatic digestion protocol used previously for the derivation of human TOs (hTOs) [33] (Fig 1A). Isolated stem/progenitor cells were resuspended in Matrigel and allowed to self-organize over a period of 7–10 days until spherical structures, reminiscent of hTOs, were observed via brightfield microscopy (Fig 1B and 1C). Organoids were isolated from initial wells by picking out single organoids, dissociated them, and then passaging using a combination of enzymatic and mechanical dissociation. sTO growth was robust and scalable, with an average propagation interval of 5–7 days. Unlike hTOs, which develop with “mini-cavities” at their centers [32], sTOs exhibited a denser structure with no visible central cavities, which may reflect species-specific differences in tissue architecture and cellular organization (Fig 1C and 1D). Similar to hTOs, sTOs could be continuously passaged with no apparent phenotypic changes (e.g., organoid size, morphology, growth kinetics) and can be cryopreserved and revived. We successfully derived sTOs from five unique swine placentas with 100% success across all tissues collected.

**Fig 1:**
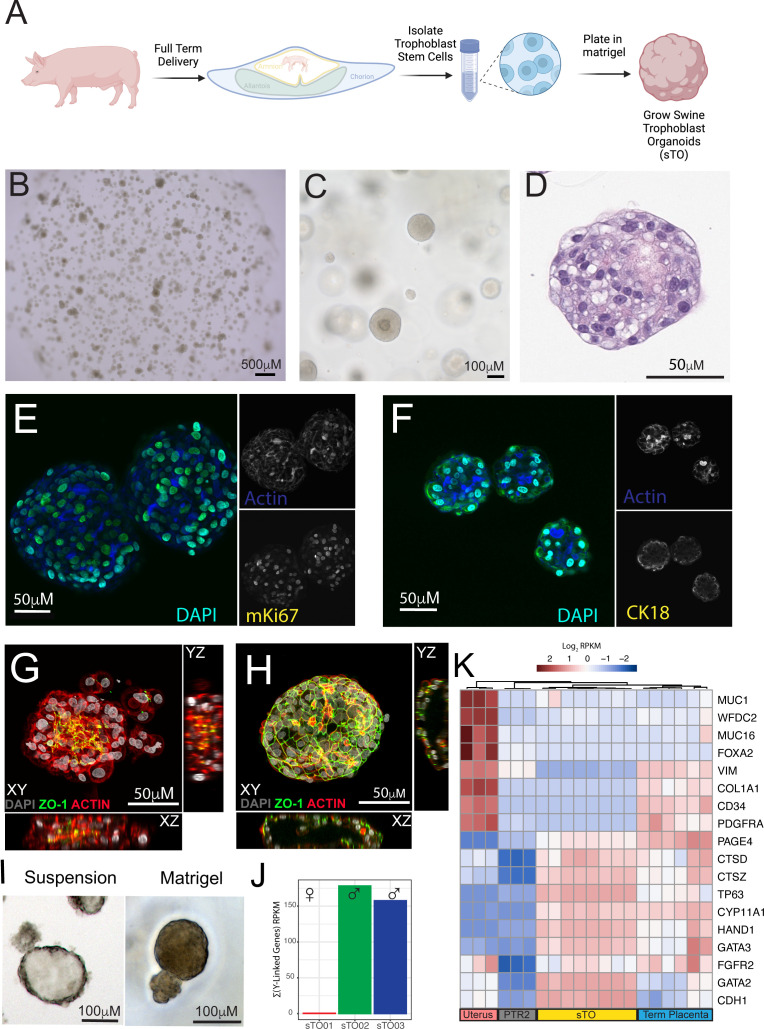
Establishment and validation of swine trophoblast organoids (sTO). **A)** Schematic of sTO derivation workflow. Created in BioRender. McCutcheon, C. (2025) https://BioRender.com/ohwh6rx. **B)** Representative low magnification brightfield image from a single well of sTO. **C)** High magnification brightfield image of sTO grown in Matrigel. **D)** Representative Hematoxylin and Eosin staining of a sectioned sTOs. **E, F)** Immunofluorescence microscopy image of sTO grown in Matrigel stained with E) mKi67 and F) cytokeratin 18. **G)** Immunofluorescence microscopy image of sTO grown in Matrigel “domes”. Apical marker ZO-1 is in green, DAPI in gray, and Actin in red. **H)** Immunofluorescence microscopy image of sTOs grown in suspension for 48 hours. Apical marker ZO-1 is in green, DAPI in gray, and Actin in red. **I)** Representative brightfield image of sTO grown in Matrigel “dome” (right) and suspension (left). **J**) Bar-plot showing the average summation of RPKM for nine Y-linked genes across 3 individual sTO lines. Black dots indicate replicates. sTO lines are denoted on the x-axis. **K)** Heatmap of known pig placentae and uterus markers expressed across Uterus, PTr2 cells, sTOs, and term pig placentae. Individual columns indicate replicates. Clustering of columns is performed using hierarchical clustering, which groups columns with similar expressional patterns. The underlying data for this figure can be found at the Gene Expression Omnibus via accession numbers GSM8980984, GSM8980985, GSM8980986, GSM8980987, GSM8980988, GSM8980989, GSM8980990, GSM8980991, GSM9083242, and GSM9083243.

Having successfully derived sTO, we then sought to confirm their epithelial origin. To do this, we performed immunofluorescence staining for various known markers of the porcine maternal–fetal interface. Notably, sTOs exhibited strong expression of the proliferation marker MKI67 (Fig 1E), with heterogeneous staining intensity across cells. This pattern suggests a transition from a highly proliferative state toward differentiation. Similarly, we found that sTO were positive for the epithelial marker cytokeratin 18 (Fig 1F) and the tight junction marker ZO-1 (Fig 1G), both of which are known to be expressed by porcine trophoblasts. These data suggest that sTO contain a highly proliferative population of epithelial cells derived from the maternal–fetal interface.

A limitation of hTOs is their inverted polarity when grown in Matrigel “domes”, resulting in an inward-facing STB that does not accurately mimic the cellular polarity of the human placenta in vivo [32]. To define the cellular orientation of sTOs, we performed immunostaining with the tight junction marker ZO-1, which localizes to the apical surface of swine trophoblasts in vivo [38]*.* We found that sTOs expressed ZO-1, which localized to the inner surface of organoids when grown in Matrigel (Fig 1G). We showed previously that hTOs cultured in suspension grow with more physiologic polarity, with the STB on the outer surface [32]. Using a similar approach, we found that sTOs also reversed their polarity when grown in suspension for approximately 48 h and that ZO-1 relocalized to the organoid outer surface (Fig 1H). sTOs grown in suspension also displayed a more cystic morphology (Fig 1I). This suggests that the polarity of sTOs is easily reversed, allowing for flexibility in experimental design.

To assess the ability of sTOs to recapitulate tissue-specific gene expression profiles, we performed bulk RNA sequencing on sTOs. Using a previously established protocol for porcine sex determination which relies on the expression of key Y-linked genes, we determined that sTO were derived from both male and female placentae (Fig 1J) [39]. Having confirmed that sTO were indeed fetal derived, we then compared their expressional profile to publicly available expressional datasets of full-term porcine placental tissue, porcine uterine tissue, and PTr2 cells, a commonly used in vitro model of swine trophoblasts. This approach allowed us to compare the global transcriptional landscapes of organoids and their corresponding tissues, identifying key expressional patterns to indicate how closely sTOs mimic the native tissue profile. This analysis revealed that sTOs also express high levels of canonical swine trophoblast markers, at similar levels to porcine placental tissue., whereas PTr2 cells exhibited very low levels of the same markers (Fig 1K). Conversely, we found that while uterine tissues expressed high levels of known uterine gland and fibroblast markers, sTO displayed an absence of expression of these markers. 

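Of the tissues compared, 2 libraries of term pig placenta, from 2 independent animals, were analysed here. The paper used 4 further term placentas from a public archive, and these, the sTOs, the uterine tissues and the PTr2 cells were not analysed here. The authors isolated total RNA, prepared libraries with a stranded total RNA kit and sequenced them as 75-bp paired-end reads, whereas the sample labels name polyA RNA. They aligned the reads to the pig genome susScr11 with CLC Genomics version 20 and exported, for each gene, read counts, RPKM (reads per kilobase of exon, scaled to the library's reads) and TPM. The deposited tables list 35670 Ensembl genes. Replicate 1 held 26411016 reads in exons and replicate 2 held 24662188. In replicate 1, 18191 genes had at least 1 read and 10008 had an RPKM of at least 1. The same counts in replicate 2 were 18234 and 10054, and 9458 genes reached an RPKM of 1 in both. One read in a gene with 1 kilobase of exon is an RPKM of 0.0304 in replicate 1 and 0.0325 in replicate 2. A gene was counted as expressed at an RPKM of at least 1 in both libraries. For the ratio of replicate 2 to replicate 1, read counts were scaled by TMM and 0.5 reads were added. A gene was counted as different when the whole exact binomial 95% interval of its ratio lay beyond 4-fold and the higher library had at least 100 scaled reads. The intervals cover counting error only, since each animal gave 1 library. Across the 14670 genes with at least 10 reads in either library, Pearson's correlation of log2 RPKM (with 1 added) was 0.958 and Spearman's was 0.948. These are correlations across genes, which are not independent replicates.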

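All 10 trophoblast markers shown in Fig 1K were expressed in both term placentas, and their median RPKM was 117 in replicate 1 and 87.1 in replicate 2. The most abundant were the lysosomal protease genes CTSZ, at an RPKM of 2447 in replicate 1 and 1997 in replicate 2, and CTSD, at 1181 and 1185. CTSZ ranked 17 and 23 among all genes of the 2 libraries. PAGE4, which the paper lists among interface trophoblast genes, had an RPKM of 956 and 684, and CYP11A1, the enzyme of the first step of steroid synthesis, had 565 and 337. CDH1, the adhesion protein of epithelial cells, had 136 and 109. Among the transcription factors, GATA3 had an RPKM of 96.8 and 65.0, HAND1 had 61.6 and 32.7, and GATA2 had 46.5 and 34.5. The growth factor receptor gene FGFR2 had 30.9 and 16.2. TP63, a transcription factor of epithelial progenitors, was the lowest of the 10, with 6.40 in replicate 1 (1421 reads) and 2.44 in replicate 2 (507 reads). On the susScr11 build, CTSZ (ENSSSCG00000007522) lies on chromosome 17 from 59138621 to 59149377, PAGE4 (ENSSSCG00000012303) on chromosome X from 43446109 to 43494094, and TP63 (ENSSSCG00000025592) on chromosome 13 from 127116105 to 127347068.
A second list held the 11 trophoblast genes that the paper's text names, 6 of them also in Fig 1K. All 11 were expressed in both placentas, with medians of 96.8 and 65.0. The keratin genes of simple epithelia KRT8, KRT18 and KRT7 had an RPKM of 306, 177 and 36.6 in replicate 1 and of 335, 104 and 58.0 in replicate 2. The epithelial transcription factor gene ELF3 had 95.3 and 55.9. CTSB, which the paper calls a pan-trophoblast marker, had 1162 and 688, with 48.7% of its exon reads in replicate 1 mapped uniquely.
None of the 10 genes of Fig 1K was counted as different between the 2 placentas, and 1 of them, CTSD, had the higher scaled count in replicate 2. Their median log2 ratio of replicate 2 to replicate 1 was -0.32, from -1.18 for TP63 to 0.21 for CTSD. Both placentas are of 1 condition, so no test between groups was made.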

While term placentas did exhibit some expression of fibroblast markers, they similarly expressed an absence of uterine gland markers (Fig 1K). Together, these data indicate that sTO are composed of fetal-derived swine trophoblasts and display higher expression of these markers than conventional models such as PTr2 cells.

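All 4 fibroblast markers were expressed in both term placentas, and the uterine gland markers ranged from 0 reads for FOXA2 to an RPKM of 10.3 for WFDC2 in replicate 2. Among the fibroblast markers, the intermediate filament gene VIM had an RPKM of 24.8 in replicate 1 and 59.8 in replicate 2. COL1A1, a chain of type I collagen, had 25.3 and 22.3. CD34, a surface protein of stromal and vessel cells, had 7.68 and 20.5, and the receptor gene PDGFRA had 2.95 and 4.67. The transcription factor gene FOXA2, a regulator of uterine gland development, had 0 reads in both libraries, which allows an RPKM of up to 0.0401 in replicate 1 and 0.0428 in replicate 2 (3 reads).
The mucin gene MUC1 had an RPKM of 0.497 in replicate 1 (50 reads) and 1.36 in replicate 2 (128 reads). WFDC2, a secreted protein of glandular epithelia, had 2.00 (36 reads) and 10.3 (173 reads). The fatty acid transporter gene CD36, which the paper's text names as a gland marker but Fig 1K leaves out, had 1.46 and 1.47. MUC16 could not be matched to a gene of the tables by name or by position, so it has no value here. Of the 4 gland markers with a value, WFDC2 and CD36 were expressed in both libraries, at the threshold of an RPKM of 1, and 0 were at a threshold of 5. The 4 fibroblast markers had medians of 16.3 and 21.4. FOXA2 (ENSSSCG00000007114) lies on chromosome 17 from 29997401 to 30001707, WFDC2 (ENSSSCG00000033003) on the same chromosome from 47816452 to 47824087, MUC1 (ENSSSCG00000006525) on chromosome 4 from 94626271 to 94631482, and VIM (ENSSSCG00000011033) on chromosome 10 from 43517307 to 43526170. MUC1 and CD36 carry no name in the tables and were named by position.

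**Figure D1:**
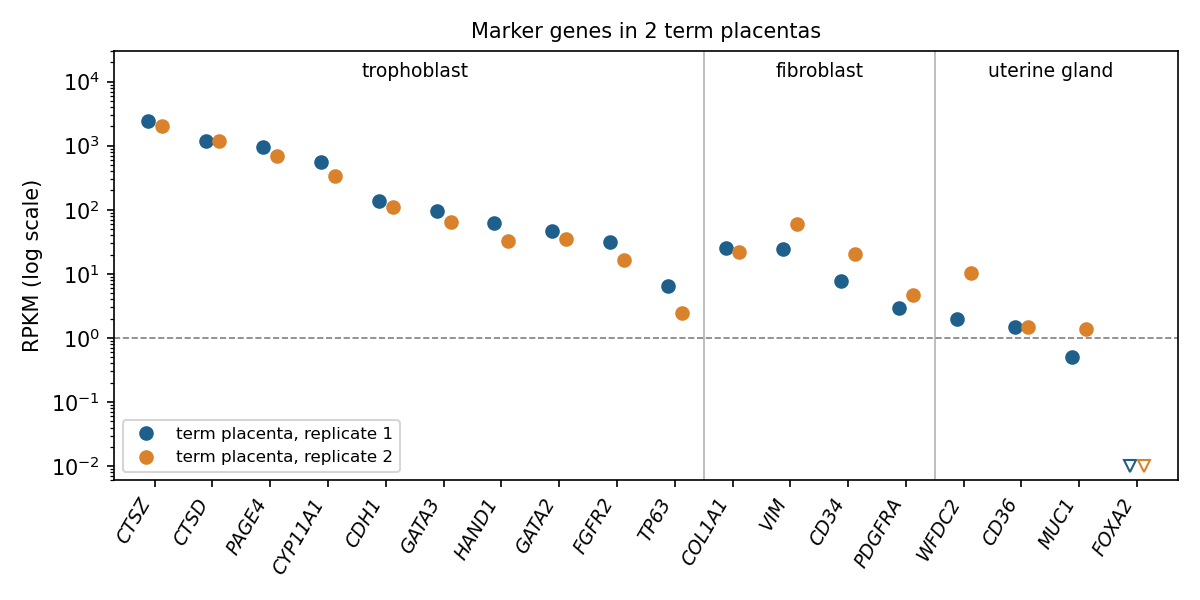
RPKM of the trophoblast, fibroblast and uterine gland markers in the term placentas, replicate 1 and replicate 2, on a log axis. Each dot is 1 gene in 1 library, the dashed line is an RPKM of 1 and open triangles mark 0 reads. The fibroblast markers lie from 2.95 to 59.8, and FOXA2 has 0 reads in both libraries.

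The fibroblast markers other than COL1A1, and the vessel, extracellular matrix and smooth muscle lists, were higher in replicate 2. Of the 4 interstitium genes, by which the paper defines the interstitium of the fetal compartment, 2 were higher (median log2 ratio 0.32, percentile 83.0). These were APOE (0.95) and GPC3 (0.81). PEG10 was lower (-0.16), and DLK1, with 14 and 9 reads, had too few for a direction (95% interval -1.72 to 0.98). Scaled for library size by TMM, the log2 ratio of replicate 2 to replicate 1 was 1.63 for CD34, 1.48 for VIM, 0.87 for PDGFRA and 0.03 for COL1A1, which is below 0 when libraries are scaled by total reads or by DESeq2 size factors. The median of the 4 was 1.17, at percentile 99.8 of 10000 random lists of genes of like expression. All 9 measured vessel genes were higher in replicate 2 (median 1.91, percentile 100), among them the endothelial adhesion genes PECAM1, at an RPKM of 18.2 and 67.0, and CDH5, at 8.90 and 35.6. The other 2 members of the list, the paper's vessel markers CLDN11 and CCL21, had 1 and 4 reads in replicate 1 and 1 and 5 in replicate 2, too few for a ratio. All 16 genes of extracellular matrix were also higher, COL1A1 among them only by TMM scaling (median 1.14, percentile 100), as were all 9 of smooth muscle (median 1.07, percentile 99.98). TIMP3, an inhibitor of matrix proteases, had 18.5 and 116, and the matrix protein gene POSTN had 4.21 and 21.7. The interface trophoblast list, from genes that the paper assigns to trophoblasts of the maternal-fetal interface, was lower in replicate 2 (0 of 11 measured genes higher, median -0.62, percentile 0.42). The other trophoblast lists did not reach the bottom 2.5%, with percentiles of 9.68 for the markers of Fig 1K, 6.48 for those of the paper's text and 7.36 for areola genes. The 12 immediate-early genes, which cells switch on soon after a stimulus, were also lower in replicate 2 (0 higher, percentile 0). Counted as different were 3 of 9 vessel, 2 of 16 matrix and 4 of 12 immediate-early genes. None of the smooth muscle, fibroblast or interface trophoblast genes was. The 3 vessel genes, PECAM1, ERG and CDH5, were close to the 4-fold limit, with lower limits of the log2 ratio of 2.04, 2.09 and 2.12. With scaling by total reads, which lowers the vessel median from 1.91 to 1.70, they were not counted as different. In the same libraries, mitochondrially encoded proteins took 12.33% of gene reads in replicate 1 (Clopper-Pearson 95% interval 12.32 to 12.34) and 24.13% in replicate 2 (24.12 to 24.15), and genes of the contig with 18S and 5.8S ribosomal RNA took 5.028% (5.020 to 5.035) and 9.288% (9.277 to 9.299). WFDC2 was counted as different between the 2 placentas (log2 ratio 2.55, 95% interval 2.05 to 3.13), but not with scaling by total reads. With 1 library per animal, these percentiles describe the 2 libraries and are not tests between conditions. From Fig 1K, the paper states that term placentas had some expression of fibroblast markers and an absence of uterine gland markers. From these and its other data on sTOs, it reasons that sTOs are composed of fetal-derived trophoblasts.

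**Figure D2:**
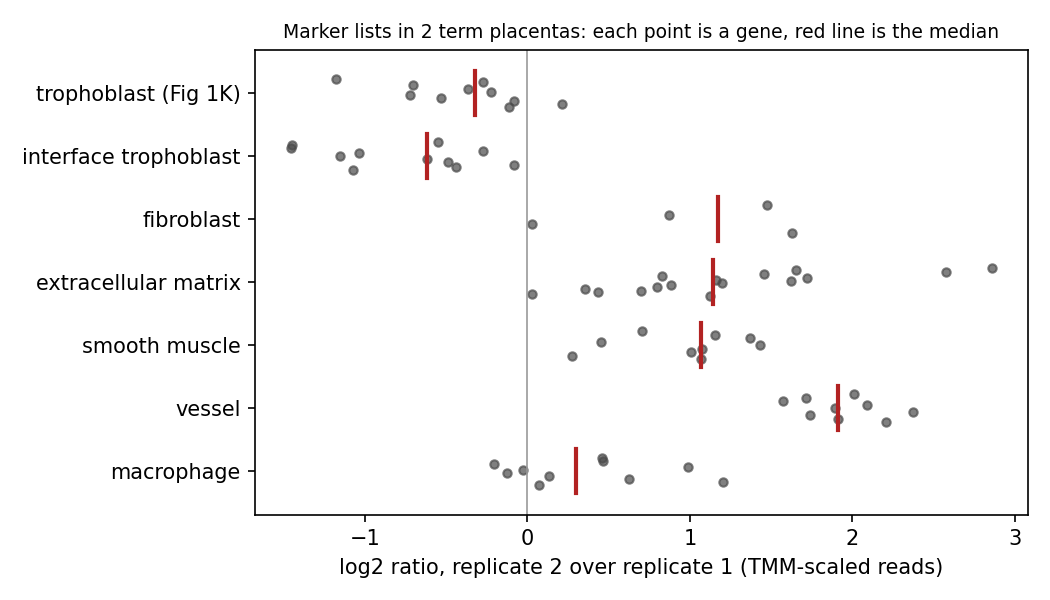
Log2 ratio of replicate 2 to replicate 1, from TMM-scaled read counts, for the measured members of 7 gene lists. Each dot is 1 gene and the red line is the list's median, which is 1.91 for the vessel list and -0.62 for the interface trophoblast list.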

### Single-cell transcriptional profiling reveals cellular heterogeneity in sTOs

To determine whether sTOs differentiated into multiple trophoblast lineages, we next performed single-cell RNA-sequencing on three unique lines of sTOs. This analysis revealed five cell clusters (Fig 2A), with similar proportions across lines (Fig 2B). Canonical trophoblast markers, including KRT7, KRT18, KRT8, CDH1, GATA2, HAND1, TP63, and GATA3, were highly expressed in sTOs (Fig 2C) with low expression of the fibroblast markers VIM, PDGFRA, and COL1A1 (Fig 2D). Similarly, we observed very low expression of the uterine gland markers FOXA2, MUC16, MUC1, and CD36 (Fig 2D). Taken together, these data indicate that sTO are a pure population of trophoblasts that do not contain fibroblasts or glandular epithelial cells. Cluster gene expression enrichment analysis revealed that trophoblast clusters were discernable by cluster-specific gene expression (Fig 2E and S1 Table). For example, cluster 0 was enriched with transcripts such as SOX5 and WNT6, cluster 1 had enriched expression of tight junction-associated genes OCLN and CLDN1, cluster 2 was marked by cell proliferation genes like TOP2A, cluster 3 showed high expression of inflammatory genes including CXCL8 and interferon-stimulated genes (ISGs), and cluster 4 exhibited elevated levels of COX enzymes (Fig 2E). Previous studies using in situ hybridization, antibody staining, and single-cell transcriptomics have identified markers of both swine interface trophoblasts and areolar trophoblasts [20,24,25,40,41]. While we observed expression of these markers within sTO cell populations, they did not fully segregate the trophoblast populations, ultimately limiting the utility of these markers to define the cellular identity of sTO-derived clusters (Fig 2F). Of note, we did observe that known pan-trophoblast markers such as CTSB and KRT18 were uniformly expressed in sTOs suggesting that these various sTO cell populations are distinctive lineages rather than contaminating cell populations (Fig 2G). While this analysis identified several trophoblast populations in sTOs, the lack of a comprehensive marker list specific to the swine maternal–fetal interface made it difficult to definitively assign cellular identities to these clusters.

**Fig 2:**
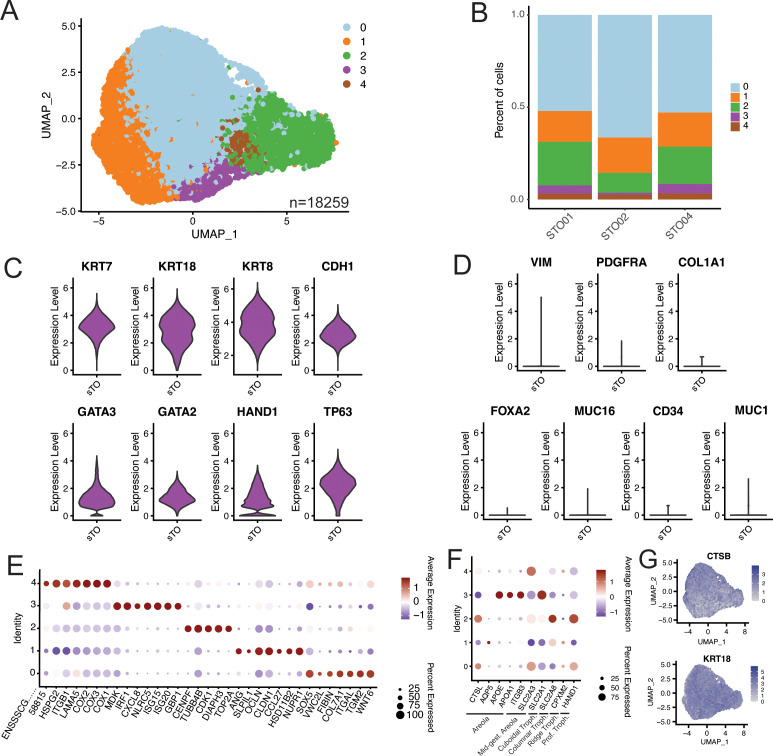
Single-cell transcriptomics of sTOs reveals cellular heterogeneity. **A)** UMAP from single-cell transcriptomics of 3 independent lines of sTOs. **B)** Stacked bar-plot showing the relative proportions of various cell populations across three sTO lines. **C)** Violin plot showing the expression of canonical trophoblast markers in sTO single-cell data. **D)** Violin plot showing the expression of canonical fibroblast markers in sTO single-cell data. **E)** Dot-plot showing the top enrichment markers for various cell populations in sTOs. Color of dots denotes average expression, whereas size represents percentage of cells in a cluster expressing the gene of interest. **F)** Dot-plot of canonical markers of various porcine trophoblast populations. Color of dots denotes average expression, whereas size represents percentage of cells in a cluster expressing the gene of interest. **G)** Feature plot showing widespread expression of pan-trophoblast markers in sTOs. The underlying data for this figure can be found at the Gene Expression Omnibus via accession numbers GSM8980992, GSM8980993, and GSM8980994.

### Visium-based spatial transcriptomics reveals cellular architecture at the swine maternal–fetal interface

To define the transcriptional signature of various cell populations comprising the porcine maternal–fetal interface, we utilized Visium spatial transcriptomics, which allows for high-resolution spatial mapping of gene expression. We applied this approach to mid-gestation maternal–fetal interfaces (uterus with attached placenta) from four separate pregnancies (2 male and 2 female), enabling the precise localization of gene expression patterns within the tissue architecture (Fig 3A). Our analysis identified 10 distinct cell populations among the four placentae analyzed (Figs 3B and S1A). To assign cellular and regional identities to these clusters, we utilized a combination of known marker expression (Fig 3C), histology (Fig 3D), and cluster-specific gene enrichment analysis (S2 Table). Notably, the maternal and fetal compartments were also discernable using this clustering technique (Figs 3E and S1B). The maternal compartment was divided into six clusters: the myometrium, represented by clusters 0 (Myo-1) and 6 (Myo-2); the endometrium, represented by cluster 1 (Endo); blood and blood vessels, represented by clusters 7 (Blood) and 4 (Vasc); and the uterine epithelium, represented by cluster 3 (UtEp) (Figs 3D, 3F and S1C). The fetal compartment was divided into four cell populations: the interface trophoblasts, represented by cluster 5 (IntTroph); the areolae, represented by clusters 8 (Areola-1) and 9 (Areola-2); and the interstitium, represented by cluster 2 (Ist) (Figs 3D, 3F and S1C). We observed some degree of sample-to-sample variability, which stemmed primarily from differences in both cellular makeup and tissue structure between sections (Fig 3G). Myometrium clusters were primarily defined by the expression of smooth muscle markers, including SMTN, CNN1, ACTG2, MYL9, and MYLK. Blood vessels were characterized by the expression of CLDN11 and CCL21, while blood cells were classified by high levels of ALAS2 and HBM (Fig 3C). The endometrium was marked by elevated expression of SLPI and MEP1B, both well-known to be expressed in this tissue (Fig 3C). Uterine epithelial cells expressed high levels of established markers IGFBP2 and IGFBP3, whereas interface trophoblasts showed elevated expression of pregnancy-stimulated genes (PSGs), PAGE4, PAG2L4, and HSD3B1 (Fig 3C). The interstitium cluster was defined by the expression of APOE, PEG10, DLK1, and GPC3 (Fig 3C). Finally, the areola clusters were divided into two histologically and transcriptionally distinct populations: Areola-1, characterized by high CTSL expression, and Areola-2, with moderate CTSL expression. Areola-1 also expressed high levels of LIF and MMP25, while Areola-2 was distinguished by elevated expression of LRP2, CYP11A1, and MMP7 (Fig 3C and 3H). Where Areola-2 displayed a structure that is continuous with the interface trophoblasts, Areola-1 did not appear to be continuous with the interface trophoblasts (Fig 3D, 3H and S1C), suggesting these distinct structures may have different functions.

**Fig 3:**
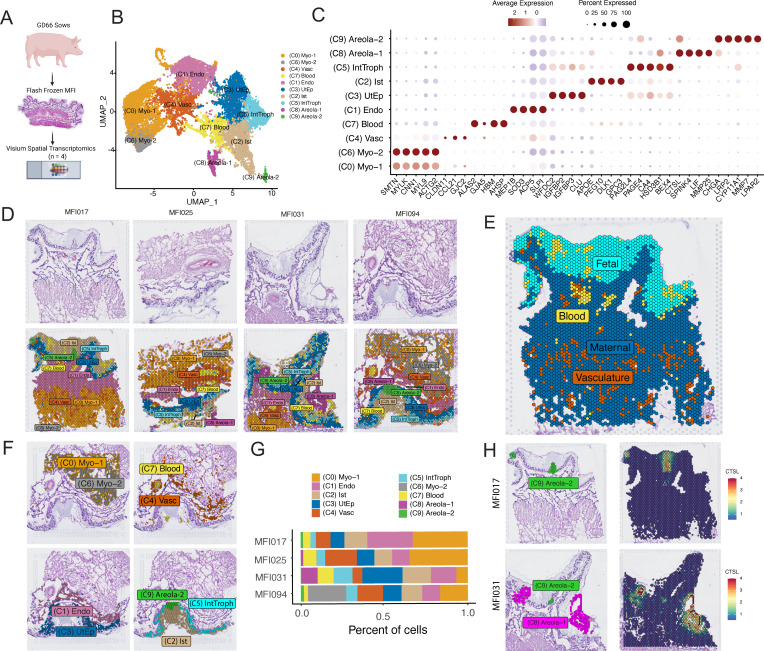
Spatial transcriptomics resolves global expression at the porcine maternal–fetal interface. **A)** Schematic of spatial transcriptomics workflow of gestational day 66 (GD66) maternal–fetal interfaces (*n* = 4; 2 male and 2 female). Created in BioRender. Mccutcheon, **C.** (2025) https://BioRender.com/hus6ktj **B)** UMAP showing 10 distinct populations obtained via spatial transcriptomics. **C)** Dot-plot of top markers for each cluster obtained via spatial transcriptomics. Color of dots denotes average expression, whereas size represents percentage of cells in a cluster expressing the gene of interest. **D)** H&E staining of individual porcine maternal–fetal interface sections (top). Spatial Dim-Plot showing the histologic localization of UMAP cluster populations (bottom). Each image represents a separate maternal–fetal interface. **E)** Spatial Dim-Plot showing separation of maternal and fetal compartments. Representative maternal–fetal Interface shown. **F)** Spatial Dim-Plot showing the histologic localization of UMAP individual cluster populations. Representative maternal–fetal Interface shown (MFI094). **G)** Stacked bar-plot showing the relative proportion of each cluster across individual maternal–fetal interfaces. **H)** Spatial Dim-Plot (Left panels) and Spatial Feature plots (Right panels) showing the localization of areola-1 and areola-2 structures (Left panels) and the expression of CTSL (right panels) within representative maternal–fetal interfaces. The underlying data for this figure can be found at the Gene Expression Omnibus via accession numbers GSM8980980, GSM8980981, GSM8980982, and GSM8980983.

### Defining cellular markers at the swine maternal–fetal interface through spatial transcriptomics

Using the spatial transcriptomics dataset described above, we analyzed the cellular and molecular landscape of the swine maternal–fetal interface to identify distinct markers associated with specific cell types and regions. This approach enabled us to map the spatial distribution of key genes, including those enriched in select trophoblast populations. To identify trophoblast specific markers, we performed differential expression analysis between clusters containing trophoblasts, (clusters 5, 8, and 9) and all other clusters. This analysis revealed both pan-trophoblast markers, and markers of specific trophoblast populations (Figs 4A, 4B and S2A–S2E). Specifically, the genes encoding cathepsin Z (CTSZ) and cathepsin B (CTSB) were highly expressed in both interface trophoblasts as well as areolae trophoblasts, but only weakly expressed elsewhere (Figs 4A, 4B and S2A). Similarly, the genes encoding carbonic anhydrase 4 (CA4) and pregnancy-associated glycoprotein L4 (PAG2L4) demarcated interface trophoblasts (Figs 4A, 4B and S2B). Areolar trophoblasts universally expressed CTSL (Figs 3H and S2C); however, areola-1 trophoblasts specifically expressed coiled coil domain containing 162 (CCDC162) and serine peptidase inhibitor kazal type 4 (SPINK4) (Figs 4A, 4B and S2E). Conversely, areola-2 trophoblasts were marked by an upregulation of matrix metalloprotease 7 (MMP7) and anterior gradient protein 2 homolog (AGR2) (Figs 4A, 4B and S2D). Notably, all of these highly specific markers were also detected within sTO, with varied expression levels across clusters, suggesting some degree of differentiation across sTO cell populations (Fig 4C). Although these markers partially resolved the clusters, their leaky expression across multiple clusters limited our ability to accurately assign cellular identities.

**Fig 4:**
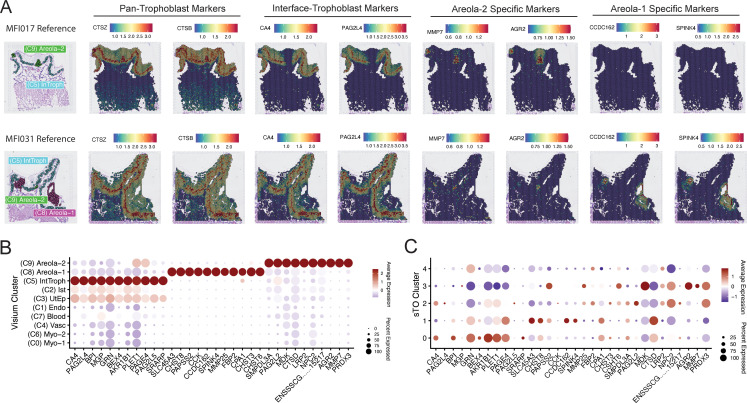
Spatial transcriptomics identifies novel trophoblast specific markers. **A)** Spatial Feature Plots showing the localization of known or novel pan-trophoblast markers, interface-trophoblast markers, areola-2 and areola-1 specific markers. Two representative maternal–fetal interfaces are shown. The reference localization of these structures are shown on the far-left panels. **B)** Dot Plot showing expanded markers of various trophoblast populations within the maternal–fetal interface. Color of dots denotes average expression, whereas size represents percentage of cells in a cluster expressing the gene of interest. **C)** Dot Plot showing the cluster-specific expression of known and novel trophoblast markers from (B) in sTOs. Color of dots denotes average expression, whereas size represents percentage of cells in a cluster expressing the gene of interest. The underlying data for this figure can be found at the Gene Expression Omnibus via accession numbers GSM8980980, GSM8980981, GSM8980982, and GSM8980983.

### Characterizing cell–cell interactions within the porcine maternal–fetal interface using spatial transcriptomics

Maternal–fetal crosstalk has been widely studied in human pregnancy, where it plays crucial roles in nutrient exchange, immunological tolerance, and successful placentation [42–44]. Recent evidence suggests that similar communication processes take place in the peri-implantation porcine embryo and the maternal endometrium, highlighting the importance of defining these interactions in the swine placenta [26,45]. To delineate communication networks at the swine maternal–fetal interface, we used CellChat to define cell-cell signaling pathways. CellChat is based on a comprehensive dataset of known ligand-receptor pairs, using their expression to infer communication between cells. In spatially resolved data, CellChat also incorporates the physical distance between tissue sites, filtering out interactions that are unlikely to occur due to the spatial separation between these sites. Using this approach we found that the myometrium (Myo, which was merged into a single cluster for this analysis) and the vasculature (Vasc) were responsible for the most robust communication, while the interstitium (Ist), endometrium (Endo), Areola (merged into a single cluster), and IntTroph showed the weakest number of communication networks (Fig 5A and 5B). Notably, all maternal clusters were able to crosstalk with the fetal trophoblast populations except the myometrium and vasculature. Using CellChat, we then classified both outgoing and incoming signaling patterns. For outgoing signaling, pattern 1 and pattern 2 were largely derived from the maternal compartment, with pattern 1 including the endometrium and blood, whereas pattern 2 is primarily derived from the myometrium and vasculature. Conversely, pattern 3 was shared among fetal-derived populations, including the Ist, IntTroph, and Areola (Fig 5C). We similarly observed that incoming patterns were similarly segregated by fetal and maternal compartments, with pattern 1 exhibiting the strongest signaling for Areola, Ist, and IntTroph, and pattern 2 being composed of Myometrium, Vasculature, and Blood (Fig 5C). Each pattern for the outgoing and incoming signaling networks corresponded to distinct communication networks. For example, outgoing pattern 1 was dominated by OSTN, VEGF, and BMP signaling, whereas pattern 3 was dominated by HGF, EGF, and CDH signaling. Similar observations were made for incoming signaling patterns, with pattern 1 corresponding to high levels of EGF, ANGPT, and GRN signaling, and pattern 2 being characterized by high levels of NPR1, KIT, and CXCL signaling (Fig 5C). Notably, this compartmentalization of the maternal and fetal signaling suggests that there is extensive maternal–fetal crosstalk occurring in the porcine placenta. Some of these signals were unidirectional, with all outgoing signals deriving from the maternal compartment, such as the HSPG signaling pathway, which is largely derived from the myometrium and vasculature. Interestingly, this HSPG2 signal, which is important for angiogenesis, is capable of being sensed by both the maternal system, and the interface trophoblasts, largely due to the restriction of the receptor DAG1. In contrast, many crosstalk pathways were enriched in various placenta trophoblast subpopulations. For example, the MK pathway was restricted primarily to areola trophoblasts, whereas the IL6 pathway was largely restricted to the interface trophoblasts. In both cases, the outgoing signal, MDK and IL6, were localized to the areola and interface trophoblasts, respectively. While the MDK receptor SDC2 was broadly expressed in both the maternal and fetal compartment, IL6R was largely restricted to the endometrium, with some lower-level expression in all other tissues. Interestingly, in both the MK and IL6 pathways we observed some degree of inter-trophoblast communication, with interface trophoblast and areolar trophoblasts displaying some degree of crosstalk. Together, these findings highlight the extensive, bidirectional maternal–fetal crosstalk occurring at the porcine maternal–fetal interface.

**Fig 5:**
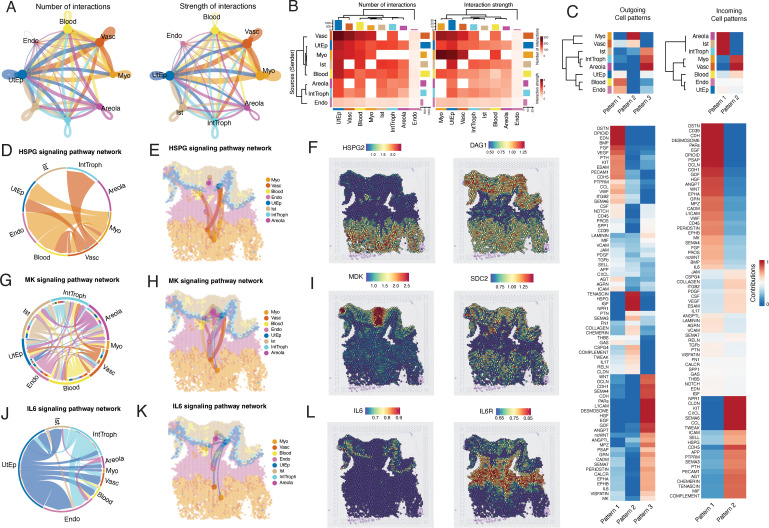
Cell–cell interactions within the porcine placenta maternal–fetal interface. **A)** Chord diagrams showing the number (Left panel) and strength (right panel) of calculated inter-cluster interactions within the porcine maternal–fetal interface. **B)** Heatmap showing the number (left panel) and strength (right panel) of interactions between clusters within the porcine maternal–fetal interface. Color indicates increased number (left) or strength (right) between the sending cluster and the receiving cluster. **C)** Heatmaps showing the outgoing (upper left panel) and Incoming (upper right panel) signaling patterns by cluster for Visium spatial transcriptomics. Coloring indicates relative cluster contribution to a pattern with red being high and blue being low contribution level. Lower panels similarly indicate the contribution a specific signaling pathway to the corresponding pattern designation with the lower right panel indicating outgoing signaling patterns and the lower left panel indicating incoming signaling patterns. **D, E)** Plots showing HSPG signaling within the porcine maternal–fetal interface, with **D)** being a chord diagram and **E)** showing the spatial localization of these interactions. **F)** Spatial feature plot showing the localization of various genes associated with the HSPG pathway. The right panel shows the localization of HSPG2, whereas the left panel shows the localization of DAG1. **G, H)** Plots showing MK signaling within the porcine maternal–fetal interface, with **G)** being a chord diagram and **H)** showing the spatial localization of these interactions. **I)** Spatial feature plot showing the localization of various genes associated with the MK pathway. The right panel shows the localization of MDK, whereas the left panel shows the localization of SDC2. **J, K)** Plots showing IL6 signaling within the porcine maternal–fetal interface, with J) being a chord diagram and **K)** showing the spatial localization of these interactions. **L)** Spatial feature plot showing the localization of various genes associated with the IL6 pathway. The right panel shows the localization of IL6, whereas the left panel shows the localization of IL6R. The underlying data for this figure can be found at the Gene Expression Omnibus via accession numbers GSM8980980, GSM8980981, GSM8980982, and GSM8980983.

### Cell type deconvolution of trophoblast populations in sTOs using spatial transcriptomics

To define trophoblast populations within sTOs, we performed cell type deconvolution by integrating the single-cell transcriptomics dataset from sTOs with the spatially resolved transcriptome of the swine maternal–fetal interface. To do this, we filtered the Visium dataset to only include trophoblast populations, specifically clusters 5, 8, and 9 (Fig 6A–6C). Next, we integrated the single-cell RNA-sequencing data from sTO with the Visium spatial transcriptomics dataset. For cell type prediction, we applied a previously established probabilistic modeling algorithm, which leverages the likelihood of gene expression patterns across datasets to assign cluster identities in a spatial context. This analysis enabled us to predict the identities of sTO clusters with high confidence. We found that sTO cluster 0 very strongly mapped to interface trophoblasts, whereas sTO clusters 1, 3, and 4 map to areola-2 and areola-1 trophoblast clusters (Figs 6D, 6E, S3A and S3B). In contrast, cluster 2 did not exhibit strong mapping to any structure (Figs 6D, 6E, S3A and S3B). However, this cluster expressed high levels of the proliferation-associated genes TOP2A and MKI67, suggesting that it represented the stem/progenitor cell population, which is likely present at very low abundance in tissue at the stage of gestation when we were collecting the tissues (Fig 6F).

**Fig 6:**
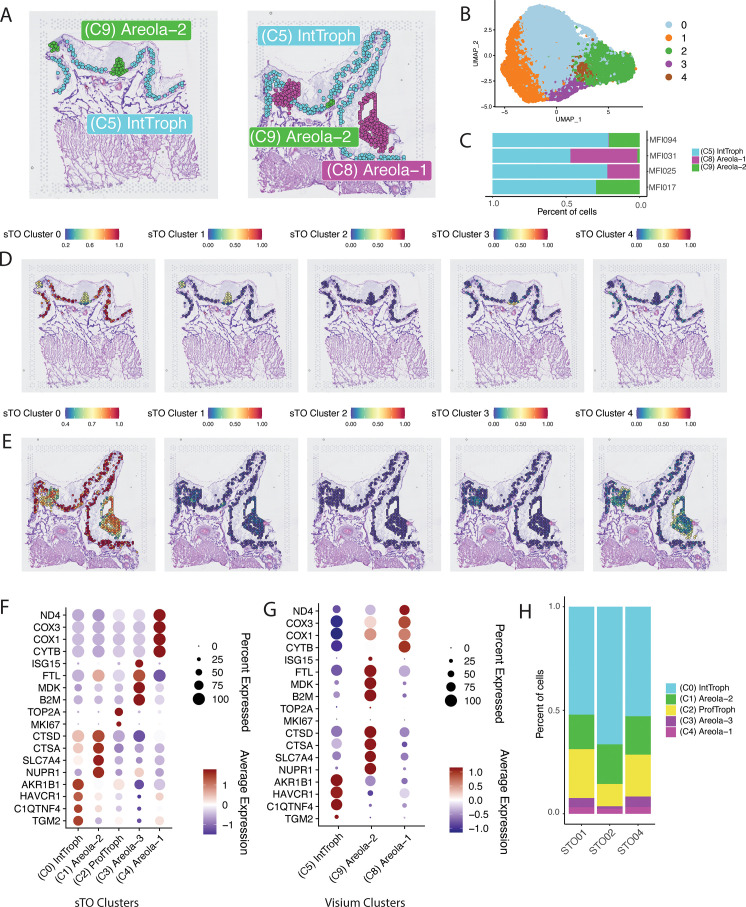
Integration of sTOs and spatial transcriptomics datasets enables precise cellular identification and classification. **A)** Spatial Dim-Plot showing facetted clusters from two representative maternal–fetal interfaces. As shown Areola-1, Areola-2, and Interface-Trophoblasts were included in this analysis. **B)** UMAP of sTOs clusters obtained via single-cell RNA-sequencing (*n* = 3 lines). **C)** Stacked bar-plot showing relative proportions of various clusters across individual maternal–fetal interfaces. **D, E)** Spatial feature plot showing prediction scores for each spot in the spatial dataset subsetted by sTO cluster. Color shown indicates probability that the classified sTO cluster is localized to a given position within the spatial dataset. **F, G)** Dot-plot showing the localization of shared markers between the sTO clusters **(F)** and maternal–fetal interface clusters **(G)** Color of dots denotes average expression, whereas size represents percentage of cells in a cluster expressing the gene of interest. **H)** Stacked Bar Plot showing the relative proportion and identity of sTO cell populations. The underlying data for this figure can be found at the Gene Expression Omnibus via accession numbers GSM8980980, GSM8980981, GSM8980982, GSM8980983, GSM8980992, GSM8980993, GSM8980994.

We then identified shared markers between sTO clusters and their corresponding spatial transcriptomics clusters to determine the gene expression signatures that defined these mappings. We found that sTO cluster 0 cells expressed 59 markers that were conserved in interface-trophoblasts, which included AKR1B1, HAVCR1, C1QTNF4, and TGM2 (Fig 6F and 6G and S3 Table). Similarly, sTO cluster 1 expressed 63 shared markers with areola-2 cluster, including cathepsins A and D (CTSA and CTSD), SLC7A4 and NUPR1 (Fig 6F and 6G and S4 Table). sTO cluster 3 had 110 shared markers with areola-2 cluster, with both clusters highly expressing ISG15, FTL, MDK, and B2M (Fig 6F and 6G and S5 Table). Conversely, sTO cluster 4 expressed only 20 shared markers to areola-1 cluster, largely including COX1, COX3, ND4, and CYTB (Fig 6F and 6G and S6 Table). Using this approach, we were able to assign cellular identities and identify shared gene expression profiles for all trophoblast populations within sTOs, which were distributed at similar ratios across independent lines (Fig 6H). Taken together these data indicate that sTO are able to spontaneously differentiate into various populations of trophoblasts found at the porcine maternal–fetal interface.

### Pathway analyses reveals conserved functional niches of sTO cell populations

In vivo, interface trophoblasts and areola trophoblasts have distinct functions. Our data indicated that sTOs differentiated into both of these populations, yet whether these populations retained the functional capacity of their in vivo counterparts remained unclear. To this end, we examined the functional pathways active in both sTOs and tissues across trophoblast subpopulations. Given that IntTroph and Areola-2 clusters had the highest probability scores and shared markers between sTO and tissue, we chose to focus this analysis on these two clusters. We performed differential expression analysis between interface trophoblasts and areola-2 trophoblasts, finding that expressional patterns between these two trophoblast populations were starkly different in both the tissue and sTO (S4A and S4B Fig). Using GO-Term analysis, we identified enriched pathways for areola-2 and interface trophoblasts, several of which were enriched in both sTOs and tissue analysis (S7–S10 Tables). Notably, we found that interface trophoblasts are enriched in GO terms such as extracellular matrix, focal adhesions, and angiogenesis (S7 and S9 Tables). Conversely, areola-2 clusters were enriched primarily in GO terms surrounding endosome formation (S8 and S10 Tables). Expression of various endosome-related genes demonstrated that areola-2 clusters in sTOs and tissue Visium datasets are highly enriched in endosomal markers, whereas interface trophoblasts distinctly lack endosomal gene expression (S4C and S4D Fig). Taken together these data demonstrate that sTOs retain at least some key functions of the corresponding tissue populations, highlighting their utility for studying swine placental biology.

### Trajectory inference reveals trophoblast differentiation pathways in sTOs

Organoids provide a powerful model for defining differentiation trajectories, as they enable the study of cell fate transitions from progenitor cells to more differentiated cell states in a controlled environment. We applied Slingshot trajectory analysis to sTOs to trace the dynamic progression of trophoblast cells along distinct developmental pathways. To do this, we first subsetted the sTOs single-cell dataset to include major cell populations, which included proliferating trophoblasts (ProfTroph), interface trophoblasts (IntTroph), and Areola-2 trophoblasts. We then performed Slingshot trajectory analysis by first setting the starting point at the proliferating trophoblasts, which displayed the highest expression of known stemness markers, including MKI67 and TOP2A. We then allowed inference of downstream differentiation paths without further constraint. This analysis revealed a single differentiation trajectory, starting in ProfTroph, progressing through IntTroph, and terminating in Areola-2 (Fig 7A). To define gene expression changes along this trajectory, we applied the fitGAM function to model dynamic gene expression patterns to assess how specific gene expression profiles evolved across the different stages of trophoblast differentiation. Many genes were temporally regulated along the trajectory, with some showing distinct patterns of upregulation and downregulation, while others exhibited cyclical regulation across the different stages of trophoblast differentiation (Figs 7B and S5 and S11 Table). Notably, TOP2A, HMGB2, and PRC1 were strongly downregulated along the trajectory, suggesting a loss of a proliferative capacity as differentiation progresses (Fig 7B and 7C). In contrast, GRN and ITM2C, both of which are known to be expressed in the swine placenta, were markedly increased in expression in IntTroph, but then became downregulated in the Areola-2 differentiated state (Fig 7D, left). Similarly, several genes, including NUS1, NUPRR1, SQSTM1, and ARF4, all increased in expression at the terminal areola-2 differentiation stage (Fig 7E and 7F, left). To validate these findings from the trajectory analysis of sTOs, we compared the gene expression patterns to the Visium spatial transcriptomics data. This comparison revealed a high level of concordance between the temporally regulated markers identified in sTOs and their expression in corresponding tissue structures, further confirming that sTOs effectively recapitulate the differentiation processes observed in vivo (Figs 7D–7F and S5A–S5F).

**Fig 7:**
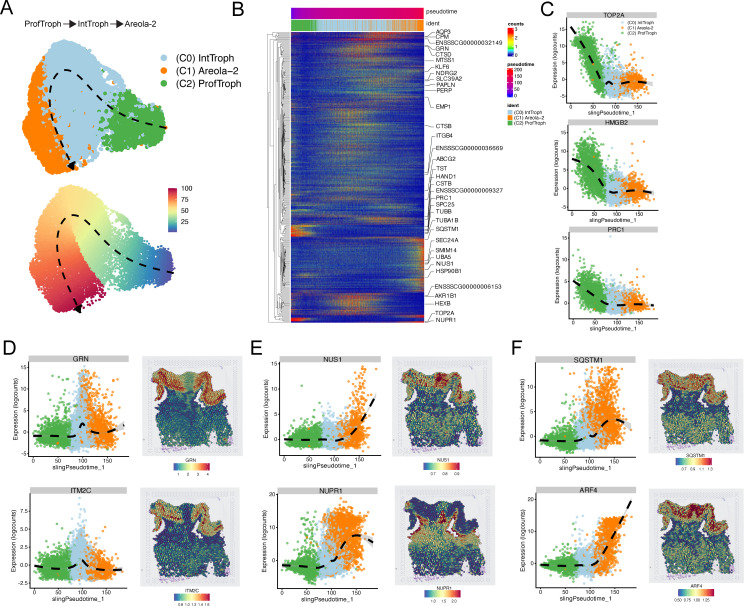
Trajectory analysis reveals the differentiation pathway of swine trophoblasts. **A)** UMAPs showing Slingshot calculated trajectory of trophoblasts within sTO. Top panel shows the trajectory across labeled clusters, whereas bottom panel shows the trajectory across a pseudotime. **B)** Heatmap showing temporally regulated genes across the calculated pseudotime trajectory. Individual columns represent individual cells that are ordered along the calculated pseudotime. Identities are positions along the pseudotime are shown above the heatmap. **C)** Representative expression plots showing gene expression changes along the calculated pseudotime that are enriched in the proliferative stem cell population. **D)** Representative expression plots and spatial feature plots showing genes that are enriched during the transition to Interface-Trophoblasts and their expression pattern within our spatial transcriptomics dataset. **E, F)** Representative expression plots and spatial feature plots showing genes that are enriched during the transition to Areola-2 trophoblasts and their expression pattern within our spatial transcriptomics dataset. The underlying data for this figure can be found at the Gene Expression Omnibus via accession numbers GSM8980980, GSM8980981, GSM8980982, GSM8980983, GSM8980992, GSM8980993, GSM8980994.

### Comparative cell–cell interaction network analysis identifies preserved communication networks within sTOs and the swine placenta

Crosstalk within the human placenta is well documented and controls processes such as fetal development and immunological tolerance. Our data indicates that the porcine placenta similarly displays a high level of intraplacental crosstalk, but additionally displays crosstalk between various trophoblast subpopulations, including crosstalk between the areolar trophoblasts and interface trophoblasts. Given that sTO contain both areolar and interface trophoblast populations, we wanted to better characterize these inter-trophoblast crosstalk events within the porcine placenta and assess how well these interactions are recapitulated in sTOs. To do this, we first subsetted both the Visium data and sTO datasets to only contain areolar trophoblast and interface trophoblast subpopulations. For clarity, areola trophoblast clusters were combined into a singular cluster for each dataset. We then used Cellchat to assess cellular communication pathways present between these populations. This analysis revealed extensive crosstalk in sTOs and in tissue derived trophoblasts with substantial overlap in the signaling pathways between these systems (Fig 8A and 8B). Of note we found 28 shared signaling pathways between sTO and tissue trophoblasts (Fig 8A). In both sTO and tissue trophoblasts, we observed that interface trophoblasts provide more substantial signaling than areolar trophoblasts (Fig 8B).

**Fig 8:**
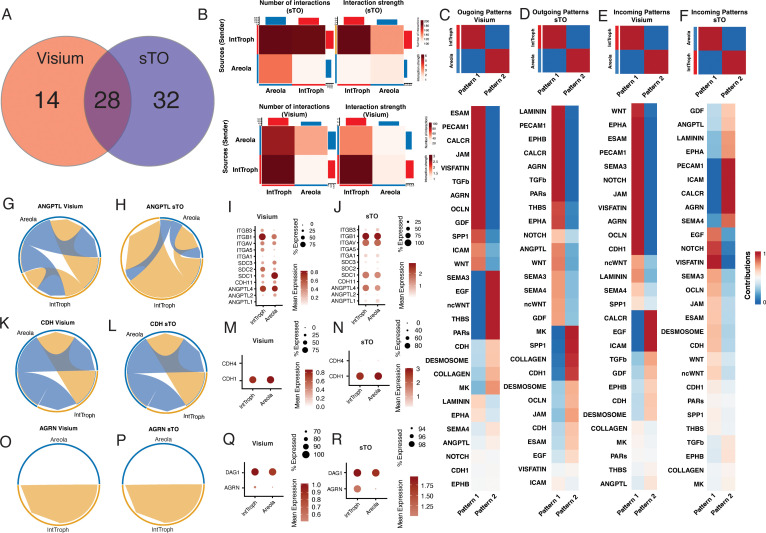
sTOs recapitulate the trophoblast crosstalk pathways observed in the porcine placenta. **A)** Venn Diagram showing the number of unique and shared trophoblast communication pathways between sTO and porcine trophoblasts in vivo. **B)** Heatmaps showing the number (top left panel) and strength (top right panel) of interactions between clusters within sTO. Similarly, the bottom panels show the number (bottom left panel) and strength (bottom right panel) of interactions within porcine trophoblasts from spatial transcriptomics data. In both cases Color indicates increased number (left) or strength (right) between the sending cluster and the receiving cluster. **C–F)** Heatmaps showing the signaling patterns (top panels) and the shared signaling pathways contributing to those patterns, for sTO and porcine trophoblasts from spatial transcriptomics. **C, D)** shows the outgoing patterns for **C)** porcine trophoblasts obtained via spatial transcriptomics and **D)** sTO. **E, F)** shows the incoming patterns for **E)** porcine trophoblasts obtained via spatial transcriptomics and **F)** sTO. For upper panels, coloring indicates relative cluster contribution to a pattern with red being high and blue being low contribution level. For lower panels, color indicates the relative contribution of a pathway to a given pattern. **G, H)** Chord diagrams showing ANGPTL signaling within both **G)** Visium trophoblasts and **H)** sTO. **I, J)** Dot plots showing the expression level of pathways within the ANGPTL pathway for **I)** Visium trophoblasts and **J)** sTO. Color of dots denotes average expression, whereas size represents percentage of cells in a cluster expressing the gene of interest. **K, L)** Chord diagrams showing CDH signaling within both **K)** Visium trophoblasts and **L)** sTO. **M, N)** Dot plots showing the expression level of pathways within the CDH pathway for M) Visium trophoblasts and **N)** sTO. Color of dots denotes average expression, whereas size represents percentage of cells in a cluster expressing the gene of interest. **O, P)** Chord diagrams showing AGRN signaling within both **O)** Visium trophoblasts and **P)** sTO. **Q, R)** Dot plots showing the expression level of pathways within the AGRN pathway for **Q)** Visium trophoblasts and **R)** sTO. Color of dots denotes average expression, whereas size represents percentage of cells in a cluster expressing the gene of interest. The underlying data for this figure can be found at the Gene Expression Omnibus via accession numbers GSM8980980, GSM8980981, GSM8980982, GSM8980983, GSM8980992, GSM8980993, GSM8980994.

Patterning analysis revealed that the senders and receivers, were conserved across several of these signaling pathways, suggesting concordance between sTO and tissue trophoblast signaling (Fig 8C–8F). Some of these pathways displayed bidirectional crosstalk between interface trophoblasts and areolar trophoblasts, such as the ANGPTL and CDH pathways, which displayed extensive autocrine and paracrine signaling (Fig 8G–8N). The ANGPTL pathway displayed a high degree of both autocrine and paracrine signaling between interface and areola trophoblasts, primarily due to the widespread expression of integrins, syndecans, and ANGPTLs (Fig 8G–8J). While we similarly found that areolar trophoblasts display both autocrine and paracrine signaling in the CDH pathway, we found that interface trophoblasts do not display the same ability to signal in an autocrine manner, likely due to the lack of CDH4 expression (Fig 8K–8N). In contrast, we found that some pathways were cell type specific, such as the AGRN pathway, which is restricted to interface trophoblasts (Fig 8O and 8P). While we detected high levels of DAG1 in both populations, we found that AGRN was restricted largely to interface trophoblasts (Fig 8Q and 8R). Importantly, we found that in many of these pathways, including AGRN, CDH, and ANGPTL, displayed a high degree of similarity in signaling patterns between these systems highlighting the utility of sTO in studying inter-trophoblast communication in the placenta (Fig 8G–8R).

## Discussion

US agricultural commodities from swine account for approximately $62 billion in added economic value and is heavily reliant on successful animal husbandry [46]. In all eutherian mammals, including swine, successful placentation is critical for fetal growth and survival [7]. Therefore, understanding non-human placental function, development, and defenses is critical for ensuring continued reproductive success. While there is growing interest in studying non-human placentation, the lack of appropriate models remains a major hurdle. We and others have demonstrated that trophoblast organoids derived from human placentae are a critical tool for the study of human placentation due to their ability to be passaged, cryopreserved, and to recapitulate human trophoblast heterogeneity [32,34,47]. Here, we report the establishment of sTOs, which recapitulate key aspects of the swine placenta.

We show that sTOs can be derived from full-term swine placentae, enabling model establishment without the need to sacrifice animals. Like hTOs, sTO can be expanded, cryopreserved, and successfully recovered, making them an ideal in vitro model. Current models, such as PTr2 cells, contain a unique expressional profile to swine placental tissue, and express low levels of several trophoblast markers. We show here that sTOs express high levels of the trophoblast markers KRT18, ELF3, and GATA3, and an expressional signature more consistent with swine placentae. Importantly, sTOs cultured within Matrigel spontaneously form an interiorly localized apical surface that is reversible by culturing in suspension, thereby allowing for customization of this model. Together, our data suggest that sTOs better recapitulate the transcriptional signature of swine placental tissue than currently available in vitro models.

As discussed previously, the swine placenta is distinct from the human placenta at both a structural and cellular level [7]. In humans, placental trophoblasts fall into several distinct subpopulations, including CTBs, EVTs, and the STB, all of which have distinct roles in the formation of the hemochorial placenta [7]. In the epitheliochorial placenta, such as those found in swine, there is no direct contact between maternal blood and fetal trophoblasts, which theoretically could limit the efficiency and molecular breadth of nutrient transfer to the developing fetus [7,8]. To facilitate this exchange, the highly folded interface expresses various nutrient transporters and aquaporins [20,21]. Further, the porcine placenta contains a specialized structure known as an areola, which is a dome like cluster of trophoblasts that sit atop uterine glands [22]. These structures, which have a peak density of approximately 2,500 per placenta [48], collect and transfer maternally-derived histotroph to the fetus as a nutrient source. Indeed, previous studies have indicated that areola surface area is directly correlated with fetal growth, further supporting their critical role in nutrient acquisition [48]. Interestingly, areola structures have been noted in many ungulates, including hippopotamuses [49], dolphins [50], and llamas [51], suggesting that areola are critical for fetal growth across species.

Several studies have indicated that these porcine trophoblast subpopulations have some degree of cellular heterogeneity in vivo. It is known that along placental folds of the interface, expression of various transporters varies. For example, GLUT1 and GLUT8 have opposing expression profiles, with GLUT1 being located at the base of the folds and GLUT8 being localized to the tip of the folds [40]. Similar spatially localized gene expression has been observed for aquaporins [20]. Additionally, trophoblasts localized to the areola have increased expression of CTSL, AQP5, and ITGB3 relative to other trophoblast populations [20,24,41]. Furthermore, how these various populations differentiate and develop is largely unknown, primarily due to the lack of an in vitro model that provides this cellular heterogeneity without the need to consistently access fresh tissue.

We and others have previously demonstrated that in human trophoblast organoids, there is extensive cellular heterogeneity, indicating that trophoblast organoids spontaneously differentiate into the various trophoblast populations of the placenta [32–34,52]. Single-cell RNA-sequencing of sTO revealed similar cellular heterogeneity within this organoid model. While previous studies have identified markers of various trophoblast subpopulations in swine placentae [20,24,40], these markers were insufficient to segregate sTO cell populations. Using Visium spatial transcriptomics of mid-gestation swine maternal–fetal interfaces, we defined the transcriptomic landscape of swine trophoblast populations in situ. By coupling a single-cell RNASeq dataset from sTOs and Visium spatial transcriptomics dataset from swine placentae, we were able to assign identities to sTOs populations using an unbiased probabilistic modeling approach. Simultaneously, we identified a shared gene expression profile between sTO cell populations and their corresponding placental cell populations. Using this approach, we demonstrate that sTOs contain a proliferative stem cell population, an interface trophoblast population, and three areola trophoblast populations. Critically, this approach allowed for robust identification of cell populations in an unbiased manner.

Using trajectory analysis, we defined how sTOs gain their heterogeneity. Using Slingshot, we demonstrate that proliferative stem cells differentiate into interface trophoblasts, which can then differentiate into areola-2 trophoblasts. This analysis uncovered numerous expression changes throughout the differentiation process, including novel targets like ITM2C and NUPR1, which could be investigated in future mechanistic studies to enhance our understanding of swine placental development. Having defined the expressional changes along this trajectory, we then confirmed their localization in tissue finding high concordance between sTOs and tissue-level expression, suggesting a shared trajectory between these two systems. By comparing global gene expression changes in sTO-derived interface trophoblasts and areola-2 trophoblasts, we go on to show that these two populations display starkly different functional niches, with interface trophoblasts being primed to form focal adhesions and promote angiogenesis, whereas areola-2 trophoblasts were enriched in programs for the formation of endosomes. It is noted within the literature that areola trophoblasts contain a high number of intracellular vesicles, presumably to facilitate transport of histotroph across this epithelial barrier [22]. As expected, when we examined the expression of key endosome markers within the tissue and sTO, we observed similar patterns of expression, with endosome markers expressed at a higher level in areola-2 cells compared to interface trophoblasts. Together, these data demonstrate that sTOs recapitulate the developmental and functional differences in trophoblast populations observed in the porcine placenta, highlighting their utility in studying porcine placental development.

While combining sTO and spatial datasets allowed for robust cell cluster identification, parallel analyses enabled us to further explore the functional similarities between sTOs and placental tissue. Using CellChat, we first identified dozens of signaling pathways occurring at the porcine maternal–fetal interface. Interestingly, we found several instances of inter-trophoblast signaling within the porcine placenta. By applying CellChat to the shared trophoblast populations found within our sTO and placental tissue datasets, we revealed several key signaling pathways are conserved between these systems. For example, we that the angiopoietin-like proteins (ANGPTL), Agrin (AGRN), and Cadherin (CDH) pathways are highly conserved within sTO and tissue trophoblasts. These pathways have been shown to be active in the placenta and play important roles in regulating epithelial to mesenchymal transitions, basement membrane function, and nutrient metabolism [53–56]. Importantly, sTO recapitulated autocrine and paracrine signaling patterns observed in placental tissue, highlighting their utility as a physiologic model. Importantly, these analyses were based on known human receptor-ligand interactions and rely on shared annotations between the human and porcine genome. It remains possible that some receptor–ligand pairs in the porcine genome are not annotated, which would preclude them from being included as an interaction in our results. Therefore, this represents a conservative estimate of cell-cell communication in the porcine placenta. We believe that these data provide a robust framework for hypothesis generation for understanding signaling within the porcine placenta.

Previous studies have used single-cell RNA-sequencing to characterize the porcine uterus and embryos [25,26,45,57]. However, these studies rely on existing markers or GO-term-based functions to assign cellular identity, lack histological structural context, do not provide spatial segregation of gene expression signatures, and were not performed at a gestational stage where critical structures, such as the areola, are present. Our data robustly define the expression profiles of various histological structures at the swine maternal–fetal interface. By mapping gene expressions directly to corresponding histological structures, we confirmed cellular identities without relying on conventional markers, making this assignment unbiased. Moreover, using mid-gestation swine maternal–fetal interfaces, we were able to characterize the expression profiles of key structures, including the areola and the interface, which have previously eluded detailed analyses. This dataset provides new insights into placental biology that were not achievable with earlier approaches.

Demonstrating the utility of this spatially resolved dataset, we identified two transcriptionally and structurally distinct areola populations within the porcine placenta: Areola-2, which appears continuous with the interface trophoblasts, and Areola-1, which is localized primarily to the placental interstitium without evidence of direct contact with the interface. This finding emphasizes the power of spatial transcriptomics in revealing previously unrecognized cellular diversity within structurally complex tissues such as the placenta. While both clusters expressed high levels of the known areola marker CTSL [24], these clusters had divergent gene expression profiles with Areola-2 expressing high levels of MDK, CTSD, PAG2L2, and Areola-1 expressing high levels of CCDC162, SPINK4, and MMP25. While it remains unclear why these two areola populations exist, previous results [24] have shown that histologically similar CTSL positive structures exist within the porcine placenta. It is possible that these represent areola at different stages of development, with Areola-1 representing a more mature population due to its higher expression of CTSL and its increased size. Together, these findings highlight the power and utility of the spatial transcriptomic dataset in advancing our understanding of the fundamental biology of the porcine placenta.

Our work offers a comprehensive characterization of spatial gene expression in the porcine placenta and successfully establishes an organoid model that captures its cellular heterogeneity. However, limitations include the resolution of Visium spatial transcriptomics, which does not allow for single-cell level definition of histological populations. For example, the identified Visium clusters may represent a mixture of gene expression profiles but nonetheless captures the dominant signals of key structures and cell populations. For instance, although we observed some overlap in marker expression between uterine epithelium and trophoblast populations, these clusters still separate along the interface. Moreover, the populations are strongly represented by known markers, indicating that despite resolution constraints, this technique effectively segregates distinct populations and provides robust biological insights. Another limitation of this study is that we focused on a single mid-gestation time point. While this provides valuable insights into the biology of the porcine placenta during this stage, it limits our ability to assess dynamic changes in cellular composition and signaling across different stages of gestation. While previous studies have highlighted that human trophoblast organoids represent first trimester tissue [33,35], our bulk RNA-seq data demonstrated that sTOs have similar expression to porcine placentae regardless of gestation. It remains possible that early or later gestation placentae would have mapped with higher probabilities to sTO populations enabling more robust identification. Future studies aimed at capturing multiple gestational timepoints in the porcine placenta are therefore warranted. While the data presented here demonstrate the utility and strength of spatial transcriptomics, they represent only a portion of the insights generated in this study. The thousands of spatially resolved genes and pathways identified provide a valuable resource for advancing porcine reproductive biology. To facilitate broader access, we have developed a user-friendly web-based app, enabling researchers without advanced computational resources to explore and analyze the data (see Data availability statement for further details)

We believe this study serves as a foundational study for studying the porcine placenta, via the presentation of a physiologic model and a spatially resolved roadmap of the maternal–fetal interface. These critical findings allow for future studies to be proposed. For example, future studies aimed at studying the function of the signaling pathways identified here may discover new avenues to reduce reproductive failure, including failure caused by vertical transmission of pathogens or defective placentation. Additionally, these data may inform studies aimed at identifying the triggers of areola development, which may now be possible in vitro. We hope that these data will spark new interest in studying porcine reproductive biology.

Taken together, our study describes the derivation of an organoid model that recapitulates the cellular heterogeneity and functionality of the swine placenta. Additionally, we provide a spatially resolved expression landscape of the swine maternal–fetal interface, creating a valuable resource for the study of non-human placentation. The ability to map gene expression directly to histological structures offers unprecedented insights into the cellular dynamics of the porcine placenta, setting a new benchmark for comparative placental biology research. These findings have the potential to significantly advance our understanding of placental biology across eutherians, offering a critical framework for studying key aspects of maternal–fetal communication and placental development. Moreover, the organoid model and spatial transcriptomic data will serve as foundational tools for exploring mechanisms of placental function and dysfunction, with broader implications for reproductive biology and veterinary medicine.

## Methods

### Animal husbandry and tissue collection

#### Tissue collection for sTO derivation.

Placentae for sTOs were collected from crossbred sows consisting of Yorkshire, Large White, and Landrace breeds from the North Carolina State University (NCSU) Swine Educational Unit (SEU), which is a facility free from Porcine Reproductive and Respiratory syndrome virus (PRRSV), swine influenza A virus, and mycoplasma species. The average gestation length of sows at the SEU is 114.2 ± 1.3 days. At SEU older parity sows (*n* = 2; parity 5) that didn’t farrow by 114 days were induced using 2 mL of Lutalyse (Dinoprost tromethamine injection, Zoetis) intramuscularly, whereas gilts (*n* = 1) were allowed to farrow naturally. Placentae collected from gilts or sows were placedin ziploc bags containing Dulbecco’s Modified Eagle Medium (DMEM, Cytiva Hyclone cat. # SH30081.01) supplemented with 10% inactivated fetal bovine serum (FBS, Biowest #S1620 Heat Inactivated, USDA approved origin), 1,100 IU/mL penicillin, 1,100 mg/mL streptomycin (Cytiva Hyclone 100× solution, #SV30010), 2 mM l-glutamine (GIBCO 100× 200 mM, #A2916801), Amphotericin B 2.5 μg/ml (Gibco, Fungizone, 15290-018)). Placentae were collected under experimental procedures approved by the NCSU Institutional Animal Care and Use Committee (IACUC) ID# 22–122-B (*n* = 2, gilts, IM Lutalyse injection) or via normal farrowing activities performed in NCSU SEU (*n* = 3)) and conducted in accordance with Animal Welfare Act regulations and according to the Guide for the Care and Use of Laboratory Animals.

#### Tissue collection for visium spatial transcriptomics.

Animal procedures carried out in compliance with Purdue University’s animal care policies and approved by the Institutional Animal Care and Use Committee (IACUC Protocol #2104002130), and as previously described [58]. Further, all animal protocols were conducted in accordance with Animal Welfare Act regulations and according to the Guide for the Care and Use of Laboratory Animals. In short, a total of *n* = 3 commercial landrace/large white composite gilts, were selected from the Animal Sciences Research and Education Center (ASREC) at Purdue University, synchronized with oral progestogen (Altrenogest at 17.6 mg/day for 14 days). Following withdrawal, the gilts were heat checked twice daily with an intact boar and artificially inseminated 12 h after the first observed lordosis responses, and every 24 h thereafter until the end of estrus. Pregnancy was confirmed via transcutaneous ultrasound on gestation day 30–35. Gilts were fed a standard gestation diet comprised of corn, soybean meal and dried distillers grain, and formulated to meet the dietary requirements as outlined by the NCR. On gestation day 65 (relative to first artificial insemination) pregnant gilts were stunned with a penetrating captive bolt and euthanized via rapid exsanguination. The gravid uterus carefully extracted though a midline incision and linearized such that each fetus and its corresponding placenta could be isolated. Sections of the maternal–fetal interface were collected adjacent to the umbilical stump and a roughly 1 cm^2^ section of intact placenta (maternal and fetal tissue) was excised, embedded in optimal cutting temperature (OCT) media (Tissue-Plus OCT Compound; Fisher Scientific), and slowly cooled to cryogenic temperature using dry ice.

### Derivation, culture, and passaging of sTO

sTOs were derived using a previously established method used for the derivation of human trophoblast organoids [33]. Briefly, placentae were extensively rinsed with Phosphate-Buffered Saline (PBS) and sequentially digested with 0.2% trypsin-250 (Alfa Aesar, J63993-09)/0.02% EDTA (Sigma-Aldrich, E9884-100G) and 1.0 mg/mL collagenase V (Sigma-Aldrich, C9263-100MG). Digested tissue was then disrupted by pipetting up and down vigorously ~10 times with 10 mL serological pipette (VWR, 89130-898; MSP, 62-1005-10) and pooled prior to washing with Advanced DMEM/F12 medium (Life Technologies 12634-010). Pelleted digests were then resuspended in ice-cold growth-factor reduced Matrigel (Corning 356231). Matrigel ‘domes’ (40 µL/well) were plated into 24-well tissue culture plates (Corning 3526), placed in a 37°C incubator to pre-polymerize for ~3 min, turned upside down to ensure equal distribution of the isolated cells in domes for another 10 min, then overlaid with 500 µL prewarmed term trophoblast organoid medium (tTOM).

tTOM consisted of Advanced DMEM/ F12 (Life Technologies, 12634-010) supplemented with 1× B27 (Life Technologies, 17504-044), 1× N2 (Life Technologies, 17502-048), 10% fetal bovine serum (FBS) (vol/vol, Cytiva HyClone, SH30070.03), 2 mM GlutaMAX supplement (Life Technologies, 35050-061), 100 µg/mL Primocin (InvivoGen, antpm-1), 1.25 mM N-Acetyl-l-cysteine (Sigma-Aldrich, A9165), 500 nM A83-01 (Tocris, 2939), 1.5 µM CHIR99021 (Tocris, 4423), 50 ng/mL recombinant human EGF (Gibco, PHG0314), 80 ng/mL recombinant human R-spondin 1 (R&D systems, 4645-RS-100), 100 ng/mL recombinant human FGF2 (Peprotech, 100-18C), 50 ng/mL recombinant human HGF (Peprotech, 100-39), 10 mM nicotinamide (Sigma-Aldrich, N0636-100G), 5 µM Y-27632 (Sigma-Aldrich, Y0503-1MG), and 2.5 µM prostaglandin E2 (PGE2, R&D systems, 22-961-0).

Cultures were maintained at 37°C in a humidified incubator with 5% CO_2_. Medium was renewed every 2–3 days. Small trophoblast organoid spheroids became visible by approximately 7–10 days post isolation. Derived sTO were passaged every 5–7 days depending on their size and density. To passage, spent media was removed from sTO and fresh Advanced DMEM/F12 added to the well. Domes were disrupted using a pipet tip and pelleted via centrifugation. Pellets were then digested in prewarmed TrypLE Express (Life Technologies, 12605- 028) at 37°C for 5–7 min. Pelleted organoids were then further dissociated manually using a P200 pipette by vigorously pipetting approximately 200–300 times. Dissociated sTOs were pelleted and resuspended in fresh ice-cold Matrigel and replated as domes at the desired density for continuous culture. All experiments described in this paper were performed in sTOs under passage 15 to limit potential passage level effects.

For cryopreservation, sTOs were grown to high density and spent media was aspirated. CryoStor CS10 (Stem Cell Technologies; # 07930) was then added 1mL per ‘dome’ and domes disrupted using a p1000 pipette. Organoids were then transferred to a sterile cryovial and gradually frozen to −80°C using a CoolCell (Corning). After 24 h vials were transferred to vapor phase liquid nitrogen for long-term storage. To thaw cryopreserved organoids, cryovials were rapidly thawed (<2 min) in a 37°C water bath with gentle agitation. Freezing media and organoids were then transferred to a 15mL conical and resuspended 9 mL of prewarmed Advanced DMEM/F12. Organoids were then pelleted and resuspended in ice-cold Matrigel and seeded into ‘domes’ in 24-well plates. Fresh tTOM, including 5 µM Y-27632 (Sigma-Aldrich, Y0503-1MG) was added prior to incubation for 24–72 h at 37°C with 5% CO_2_. sTO were then passaged as described above.

### Reversal of sTO polarity

To reverse organoid polarity, we utilized a previously established protocol we developed to invert hTOs [32]. Briefly, spent media was removed and 1mL of ice-cold cell recovery media (Corning Cat#) added to each well. Domes were gently disrupted using a P1000 and organoids transferred to a 15 mL conical. Organoids were incubated for 30 min on ice to dissolve Matrigel prior to being washed twice using 1× DPBS. Organoids were then resuspended in 500 mL of prewarmed TOM and plated into ultra-low binding 24-well plates. Organoids were incubated statically at 37°C with 5% CO_2_ for 48 h prior to usage.

### Histology and immunofluorescence staining of sTOs

Mature organoids were fixed using 4% paraformaldehyde in PBS for 15 min and subsequently washed with PBS. Histology was performed by HistoWiz (histowiz.com) using a Standard Operating Procedure and fully automated workflow. Samples were processed, sectioned at 5μm. Whole slide scanning (40×) was performed on an Aperio AT2 (Leica Biosystems). For immunofluorescence staining, whole-mount staining of organoids was performed using previously described methods with some modifications. Briefly, organoids were removed from PBS and permeabilized for 10 min in a permeabilization buffer consisting of 0.5% Triton X-100 and 1% Bovine Serum Albumin (BSA) in PBS. Organoids were then pelleted and stained overnight using a ZO-1 antibody conjugated to AlexaFluor 488 (Santa Cruz) at a dilution of 1:50 in permeabilization buffer. The organoids were then pelleted and washed twice in PBS, prior to staining with Phalloidin conjugated to AlexaFluor 633 (Thermo) according to manufacturer’s instructions. Organoids were then pelleted and washed twice in PBS prior to mounting with Vectashield containing DAPI. Slides were then imaged using Olympus Fluoview FV3000 inverted confocal microscope and images processed using FIJI. Brightfield images of whole organoids were obtained from fresh, mature, unfixed wells using a Keyence BZ-X810 all-in-one fluorescence microscope

### Bulk RNA-sequencing of sTO and term placenta tissues

#### RNA isolation, library prep, and sequencing.

Total RNA was isolated with the Sigma GenElute total mammalian RNA miniprep kit (Cat # RTN350-1KT) or Qiagen RNAeasy Mini Kit (Cat #74104) following the manufacturer’s instruction and using supplementary Sigma DNase digestion. RNA quality and concentration were determined using a Nanodrop ND-1000 Spectrophotometer. For bulk RNA-seq analysis, RNA was isolated from organoids or term placental tissue as described above. Purified Total RNA was verified by Thermo scientific Nanodrop one. The libraries were prepared by the Duke Center for Genomic and Computational Biology (GCB) using the Tru-Seq stranded total RNA prep kit (Illumina). Sequencing was performed on the NovaSeq 500 by using 75-bp paired-end sequencing.

For PTr2 cells, raw reads from a previously published study were downloaded from the Sequence Read Archive (SRA): SRR16912824, SRR16912825, and SRR16912827. Similarly, raw reads for tissues were downloaded from SRA under the accession numbers SRR651716, SRR651719, SRR651720 for uterine tissues, and SRR6703674, SRR6703675, SRR6703676, SRR6703677 for four of the term placentas.

#### Bulk RNA-seq analysis.

Raw reads were aligned to the swine genome (susScr11) using QIAGEN CLC Genomics (v20) and mapped data were exported and compiled. The packages tidyverse, magrittr, pheatmap, rio, factoextra, ggforce, tidyheatmap, and DESeq2 were utilized for analysis. All analyses were performed using package specified methods. Heatmaps were made using pheatmap and tidyheatmap, with row scaling and hierarchical clustering of both rows and columns. For sex determination analyses an established protocol for sexing pigs using bulk rna-sequencing data was utilized, with minor modifications [39]. Briefly, the summation of the following 9 Y-linked genes: EIF2S3Y, ZFY, KDM5D, EIF1AY, DDX3Y, LOC100625207, LOC110257894*,* LOC110255257*,* and LOC110255320*.* Summation scores below 2 are considered female, whereas scores above 2 are considered male.

### Single-cell RNA-sequencing of sTOs

sTO from three independent lines (STO01, STO02, and STO04) were grown to high density using the method above. Spent media was removed from the wells and fresh Advanced DMEM/F12 added to the well. Domes were disrupted using a pipet tip and pelleted via centrifugation. Pellets were then digested in prewarmed TrypLE Express (Life Technologies, 12605-028) at 37°C for 10–15 min. Pelleted, digested organoids were then further dissociated using a 23G needle aspirating and ejecting 3 times. For STO01 and STO04 a dead cell removal step was performed (Miltenyi Biotech catalog #: 130-090-101) per manufacturer’s instructions. Disassociated sTO were then filtered through a 40 µm cell strainer, which was subsequently washed using 4 mL of Advanced DMEM/F12. Pelleted cells were then resuspended in fresh Advanced DMEM/F12 and placed on ice until viability counts were performed.

Libraries were prepared following standard 10× Genomics Single Cell Gene Expression 3′ protocols. Samples containing highly viable cells (80% viability or higher), were washed and filtered through 40 µm filter and resuspended in a 1× PBS/ 0.04% BSA buffer, at a concentration of 1,000 cells/µL. A Cellometer K2 instrument (Nexcelom – Lawrence, MA) was then used to determine the concentration of the single-cell suspension. Cells were then suspended in master mix containing reverse transcription (RT) reagents using a volume equivalent to the target capture number of 10,000 cells (plus approximately 60% overage to account for capture efficiency of the assay). This master mix was loaded onto the 10× microfluidics chip, together with gel beads carrying the Illumina TruSeq Read 1 sequencing primer, a 16 bp 10× barcode, a 12 bp unique molecular identifier (UMI) and a poly-dT primer, and oil for the emulsion reaction. The Chromium X instrument was then used to generate gel beads in emulsion (GEMS) for the RT and barcoding of single cells. After the RT reaction, the GEMs were broken, full-length cDNAs were cleaned with Silane Dynabeads, and then amplified via PCR. Following purification using SPRI bead size selection the cDNAs were assayed on a 4200 TapeStation 4200 High Sensitivity D5000 ScreenTape (Agilent – Santa Clara, CA) for qualitative and quantitative analysis.

Enzymatic fragmentation and size selection were used to optimize the cDNA amplicon size for the sequencing library preparation in which Illumina P5 and P7 sequences (San Diego, CA), a sample index, and TruSeq read 2 primer sequence are added via end repair, A-tailing, adaptor ligation, and PCR. The final libraries contained P5 and P7 primers used in Illumina bridge amplification. Following additional purification libraries were assayed for quality, using a TapeStation HSD1000 ScreenTape, then quantitated and checked for successful adapter ligation with the KAPA Library Quantification Kit (Roche-Indianapolis, IN). Sequences were generated using paired end sequencing on an NovaSeq X Plus, at ~62k reads/cell.

### Analysis of single-cell data

#### QC and cluster analysis.

FASTQ files were uploaded to the 10× Cloud Analysis website (https://www.10xgenomics.com/products/cloud-analysis) and analyzed using cellranger v7.1.0 using Sus scrofa genome v11.1 downloaded from Ensembl (www.ensembl.org). Mapped files were downloaded through command line and filtered feature matrices utilized for secondary analyses in R using a Seurat-based pipeline [59]. Briefly, the packages Seurat v4.4.0, SeuratObject v5.0.1, and SeuratWrappers v0.2.0, devtools 2.4.5, dplyr v1.1.4, harmony v1.2.0, and patchwork v1.2.0, were used for analysis. Individual imported filtered feature matrices underwent filtering for to only include cells with nFeatures falling between 2,500 and 15,000, nCounts lower than 200,000, percent mitochondrial reads falling between 0.05 and 1, and percent ribosomal reads lower than 3. Matrices were then merged, and individually normalized using SCTransform, regressing percent mitochondrial reads, percent ribosomal reads, nFeatures, and nCounts. Integration of the data was then performed on the SCT normalized data using SelectIntegrationFeatures (nFeatures = 4,000), PrepSCTIntegration, FindIntegrationAnchors, and the IntegrateData commands. Dimensional reduction using RunPCA and RunUMAP was then performed using the top 30 dimensions, followed by cluster analysis (FindNeighbors and FindClusters) at a resolution of 0.2. This resolution was selected because it was able to clearly resolve clusters by markers, with minimal overlap in markers between clusters, and to optimize probabilistic mapping to tissue in downstream analyses. Prior to subsequent analyses, where indicated, the RNA assay was normalized and scaled (NormalizeData and ScaleData, and ALRA (RunALRA) mediated imputation of the data was performed as previously described. Marker identification was performed using the FindAllMarkers function using the ALRA assay, with a minimum fold change threshold of 0.25 and detected in a minimum of 0.25 of cells. For marker analyses, the default Seurat adjusted *p*-value of *p* < 0.01 (Bonferroni correction) was considered significant.

#### Pseudotime analysis.

The differentiation trajectories from Seurat-identified clusters were determined using the Slingshot package (version 2.6.0) in R [60]. The root was set at the proliferative trophoblasts, which expressed the highest levels of stemness markers, and allowed inference of downstream differentiation paths without further constraint. The raw RNA count data and the generated Slingshot object were then utilized to run the evaluateK() function, testing a range of 3–9 knots. The optimal number of knots was determined to be 4. Subsequently, the fitGAM() function in tradeSeq (version 1.5.10) was applied using this optimal value, and lineage-specific gene expression was identified through the associationTest() function [61]. Heatmaps of expression changes along the lineages were created using ComplexHeatmap() on log-transformed counts, and were rasterized using the “Bessel” filter in ImageMagick [62]. Finally, the plotGenePseudotime() function was used to visualize raw count gene expression across individual cells along the lineages derived from the Slingshot object.

#### Differential expression and GO-term analysis.

To perform differential expression between clusters, the FindMarkers function was utilized setting the LogFoldChange threshold to 0.01. Significant hits were defined as having a Log2FoldChange of at least 0.25 and an adjusted *p*-value < 0.01 (Bonferroni correction). GO-Term was performed using DAVID pathway analysis Significant hits were then input into the Database for Annotation, Visualization and Integrated Discovery (DAVID; https://david.ncifcrf.gov/home.jsp) and GO-Terms exported. Significantly enriched GO-Terms were defined as GO-Terms with a *p*-value <0.05 after Bonferroni correction.

#### CellChat analysis for sTOs.

Cellchat for sTO were performed using previously established methods [63,64]. Briefly, interaction inputs, complex inputs, cofactor inputs, and gene info inputs were downloaded from CellChatDB and cellchat objects were created using the ALRA assay. Overexpressed genes and interactions were then identified using the identifyOverExpressedGenes and identifyOverExpressedInteractions functions and gene expression projected onto a protein-protein network using projectData. Communication probabilities were then calculated using the computeCommunProb function. Communications were then filtered to include interactions including a minimum of 10 cells (filtercommunication function) and probabilities calculated using computeCommunProbPathway function. Aggregated networks were then calculated using aggregateNet and centrality calculated using netAnalysis_computeCentrality function. Patterning analysis was performed first by selecting a number of patterns using the selectK function, which was assigned based on when the which Cophenetic and Silhouette values droped suddenly. Pattern plots were generated using the identifyCommunicationPatterns function. Additional plots were generated using standard methods as described in detailed scripts.

### Spatial transcriptomics of mid-gestation pig placentae

Tissues embedded in OCT compound were sectioned at 10 µm thickness and placed on a Tissue Optimization (TO) Slide to determine optimal permeabilization conditions. After establishing the conditions, tissue sections were positioned within a 6.5 mm^2^ capture area on an expression slide containing 5,000 spatially barcoded probes. The tissues were subsequently fixed and stained with Hematoxylin and Eosin. Following staining, the tissues were permeabilized to release mRNA, which hybridized to the spatially barcoded capture probes, enabling the capture of gene expression data. Barcoded cDNA was synthesized on the slide from the captured mRNA, denatured, cleaved, and transferred into a PCR tube for amplification. The amplified cDNA was then used to generate standard next-generation sequencing (NGS) libraries. In brief, the amplified cDNA was enzymatically fragmented, purified, and size-selected. Sequencing adapters were ligated to each fragment, followed by sample index PCR. The resulting libraries were sequenced on a NovaSeq6000 SP flow cell with an average of 50,000 reads per probe, using a 28x10x10x90 read format.

### Analysis of visium data

#### QC and cluster analysis.

FASTQ files were analyzed using Spaceranger v2.1.1 using Sus scrofa genome v11.1 downloaded from Ensembl (www.ensembl.org). Filtered feature matrices were then utilized for secondary analyses in R using a Seurat-based pipeline [59]. Briefly, the packages Seurat v4.4.0, SeuratObject v5.0.1, and SeuratWrappers v0.2.0, devtools 2.4.5, dplyr v1.1.4, harmony v1.2.0 and patchwork v1.2.0 were used for analysis. Individual imported filtered feature matrices underwent filtering for to only include cells with nFeatures falling above 200 and percent ribosomal reads lower than 20. Matrices were then merged, and individually normalized using SCTransform, regressing percent ribosomal reads, nFeatures, and nCounts. Variable features across the datasets were then obtained using SelectIntegrationFeatures and datasets were remerged using Merge_Seurat_List. Variable features were then set using VariableFeatures and dimensional reduction and cluster analysis performed using RunPCA on the top 50 dimensions. Cluster analysis was then perfomed using FindNeighbors (top 30 dimensions), FindClusters (resolution of 0.3), and RunUMAP (top 30 dimensions). Prior to subsequent analyses, where indicated, ALRA (RunALRA) mediated imputation of the data was performed as previously described. Marker identification was performed using the FindAllMarkers function using the ALRA assay, with a minimum fold change threshold of 0.25 and detected in a minimum of 0.25 of cells. For marker analyses the default Seurat adjusted *p*-value of *p* < 0.01 (Bonferroni correction) was considered significant.

#### Probabilistic modeling based identification of sTO clusters.

To identify the cluster identities in sTO, we utilized a previously established method to map single-cell data to visium spatial transcriptomics data [59,65]. Briefly, visium spatial transcriptomics data were first subsetted to only include structures known to contain trophoblasts, which reduces non-specific signal. Visium data were then set to the SCT data, whereas sTO single-cell data were set to the integrated assay. Probabilistic transfer of labels was then performed using FindTransferAnchors and TransferData functions, using sTO data as a reference and subsetted visium data as the query. To identify shared markers between sTO and their corresponding tissue structures, marker lists for the SCT assay of sTO and the SCT assay of the visium data were generated using FindAllMarkers with a minimum fold change threshold of 0.25 and detected in a minimum of 0.25 of cells, with adjusted *p*-values of 0.01 considered significant. Individual sTO clusters and their corresponding tissue structure clusters were then filtered, and the lists inner joined to generate shared marker lists.

#### CellChat analysis for visium.

Cellchat was performed using previously established methods using the packages CellChat and NMF [63,64]. Briefly, interaction inputs, complex inputs, cofactor inputs, and gene info inputs were downloaded from CellChatDB and cellchat objects were created using the ALRA assay. Overexpressed genes and interactions were then identified using the identifyOverExpressedGenes and identifyOverExpressedInteractions functions. Communication probabilities were then calculated using the computeCommunProb function. Interactions were corrected for both distance and cell-to-cell contact, with the maximum diffusion interaction/diffusion length being set to 250 μm and the cell spot center to spot center range being set to 100 μm. Communications were then filtered to include interactions including a minimum of 10 cells (filtercommunication function) and probabilities calculated using computeCommunProbPathway function. Aggregated networks were then calculated using aggregateNet. Patterning analysis was performed first by selecting a number of patterns using the selectK function, which was assigned based on when the which Cophenetic and Silhouette values droped suddenly. Pattern plots were generated using the identifyCommunicationPatterns function. Additional plots were generated using standard methods as described in detailed scripts.

### Comparative cellchat analysis for visium and single cell

Briefly, visium spatial transcriptomics data and sTO single-cell datasets were subset to only include areolar trophoblasts and interface trophoblast populations. These populations were then combined into a single areola and interface trophoblast cluster for each dataset. Cellchat was then performed as described for sTO (see above). The only modification for this analysis was the interaction filtering was modified to a minimum of 1 cell to account for rare cell populations. Additionally, for patterning analyses, only pathways found in both datasets are shown. All dotplots shown using the ALRA assay.

## Supporting information

S1 Fig A) UMAP split by sample (MFI). Dots indicate individual visium spots. **B)** Spatial Dimplot showing separation of maternal and fetal components. Representative maternal–fetal Interface shown. **C)** Spatial DimPlot separated by sample type and histologic structures showing the localization of UMAP cluster populations.
(S1_Fig.JPG)

S2 Fig A–E) Spatial feature plots of known and novel markers of various trophoblast populations, split by sample (MFI). Various populations include A) Pan trophoblast markers, B) Interface trophoblast markers, C) Pan-Areola markers, D) Areola-2 markers, and E) Areola-1 markers.
(S2_Fig.JPG)

S3 Fig A, B) Spatial feature plot showing prediction scores for each spot in the spatial dataset subsetted by sTO cluster. Color shown indicates probability that the classified sTO cluster is localized to a given position within the spatial dataset. A) Scoring for MFI025. B) Scoring for MFI094.
(S3_Fig.JPG)

S4 Fig Differential expression highlights the distinct functional niches of interface and areola-2 trophoblasts. **A)** Volcano plot showing differentially expressed genes in interface-trophoblasts and areola-2 trophoblasts within the Visium Spatial Transcriptomics data. Significant differences (*p* < 0.01, Fold-change > 0.25) are shown in blue. **B)** Volcano plot showing differentially expressed genes in interface-trophoblasts and areola-2 trophoblasts within the sTO single-cell transcriptomics data. Significant differences (*p* < 0.01, Fold-change > 0.25) are shown in red. **C, D)** Dotplots showing the expression of endosome-specific genes in both Visium (C) and sTO datasets (D). Plots showing Interface-trophoblast enriched GO-Terms as calculated by DAVID pathway analysis (significant difference = *p* < 0.05) for Visium spatial transcriptomics (C) and sTO single cell (D). Color of dots denotes average expression, whereas size represents percentage of cells in a cluster expressing the gene of interest.
(S4_Fig.JPG)

S5 Fig A–F) Spatial feature plots showing genes that are enriched during the transition to Areola-2 trophoblasts and their expression pattern within our spatial transcriptomics dataset, split my sample (MFI). A) GRN, B) ITM2C, C) NUS1, D) NUPR1, E) SQSTM1, and F) ARF4.
(S5_Fig.JPG)

S1 Movie 3D image reconstruction of sTO grown in matrigel. (S1_Movie.AVI)

S2 Movie 3D image reconstruction of sTO grown in suspension. (S2_Movie.AVI)

S1 Table Single-cell marker analysis from sTO. (S1_Table.CSV)

S2 Table Visium marker analysis from the porcine maternal–fetal interface. (S2_Table.CSV)

S3 Table Shared markers between sTO cluster 0 and Visium interface trophoblasts. (S3_Table.CSV)

S4 Table Shared markers between sTO cluster 1 and Visium areola-2 trophoblasts. (S4_Table.CSV)

S5 Table Shared markers between sTO cluster 3 and Visium areola-2 trophoblasts. (S5_Table.CSV)

S6 Table Shared markers between sTO cluster 4 and Visium areola-1 trophoblasts. (S6_Table.CSV)

S7 Table GO-terms enriched in Visium interface-trophoblasts. (S7_Table.CSV)

S8 Table GO-terms enriched in Visium areola-2 trophoblasts. (S8_Table.CSV)

S9 Table GO-terms enriched in sTO interface-trophoblasts. (S9_Table.CSV)

S10 Table GO-terms enriched in sTO areola-2 trophoblasts. (S10_Table.CSV)

S11 Table Gene expression signatures across sTO differentiation identified via Slingshot. (S11_Table.CSV)

## Abbreviations

BSA: Bovine Serum Albumin
CCDC162: coiled coil domain containing 162
CTBs: cytotrophoblasts
CTSB: cathepsin B
CTSL: cathepsin L1
DMEM: Dulbecco’s Modified Eagle Medium
EVTs: extravillous trophoblasts
hTOs: human TOs
ISGs: interferon-stimulated genes
MMP7: matrix metalloprotease 7
NHP: non-human primate
OCT: optimal cutting temperature
PAG2L4: pregnancy-associated glycoprotein L4
PBS: Phosphate-Buffered Saline
PSGs: pregnancy-stimulated genes
RT: reverse transcription
SPINK4: serine peptidase inhibitor kazal type 4
SRA: Sequence Read Archive
STB: syncytiotrophoblast
sTOs: swine trophoblast organoids
tTOM: trophoblast organoid medium

How the deposited data were processed for this re-analysis (not part of the article)

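Term pig placenta was measured by bulk RNA sequencing in 2 libraries, replicate 1 and replicate 2, from 2 independent animals. The authors isolated total RNA, prepared libraries with a stranded total RNA kit and sequenced 75-bp paired-end reads. The sample labels name polyA RNA, and which of these applies was not settled. The authors aligned the reads to susScr11 with CLC Genomics version 20 and exported 1 table per library. The annotation release, the read filters and the treatment of reads that map to several places are not stated in the paper's text.

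The deposited counts are raw reads per gene, for exons, introns and whole genes, with unique reads beside all reads. The deposited RPKM values divide exon reads by the exon length and by a total that the values imply to be 32864072 reads in replicate 1 and 30735155 in replicate 2. These totals are larger than the 30354340 and 27675056 reads in genes, and which other reads the authors' total covers is not known. The deposited TPM values sum to the same total in each library, and an RPKM of 1 equals a TPM of 2.59 in replicate 1 and 2.10 in replicate 2. The deposited fraction columns give the share of unique or intron reads within a gene and were used only as a check. Of 35670 genes, 8461 have no exon length in the tables and 0 exon reads, 6043 of them lncRNA genes. Unique reads were 95.2% and 92.8% of exon reads, and introns held 13.0% and 10.9% of gene reads.

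The tables name 17511 genes. A further 221 were named from a table of Ensembl names, and 2875 from a RefSeq annotation, where a gene on the same strand overlapped by at least 50% of both. Of 14229 named genes with such an overlap, 91.7% carried the same symbol in RefSeq. No gene ended past the reference on any of the 21 chromosomes compared (0 such chromosomes). In 95 genes the tables' name differed from the name table, VWF among them, and the symbol in the tables was kept.

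Levels are the authors' RPKM. A gene was counted as expressed at an RPKM of at least 1 in both libraries. Ratios are of replicate 2 over replicate 1, from exon reads scaled by TMM in edgeR 4.0.16 (factors 1.07 and 0.931), with 0.5 reads added. A gene was counted as different when the whole exact binomial 95% interval of its ratio lay beyond 4-fold, in either direction, and the higher library had at least 100 scaled reads. A list of at least 4 measured genes (10 reads in either library) was given the percentile of its median log2 ratio among 10000 random lists of the same size, matched on mean RPKM in 20 bins. The lowest 2.5% and the highest 2.5% of random lists were taken as the ends. With 27 lists, 1.35 would lie past these ends by chance if lists were independent. Shares of reads have exact Clopper-Pearson intervals. For a count of 0, the limit is 3 reads. There is 1 condition with 1 library per animal, so no p-value was computed. The software was R 4.3.3, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

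The gene lists and the rule for the genes to be named were set before the data were examined. The rule takes every gene of Fig 1K and of the trophoblast, uterine gland and fibroblast lists, up to 4 members of every other list (the 2 with the highest mean RPKM and the 2 with the largest ratio at 100 reads or more), the 15 most abundant genes and the 10 largest differences in each direction that have a gene symbol. Genes named outside this rule were chosen after their values were seen and are LOC100522849, CYP19A2, UPK1B, UPK3A, IVL, UPK2, SFN, KRT5, KRT1, KRT4, KRTDAP, DSC3, PKP1, KRT10, SPINK5, TGM1, CLDN11, CCL21, SNX31, MEP1B, ESR1, CSF1R, CD14, CD163, ND4L, ND5, ND6, EGR1, VWF, S100A2 and the alpha-globin gene ENSSSCG00000007978. The lists cover trophoblast, uterine gland, fibroblast, interface trophoblast, areola, interstitium, smooth muscle, endometrium and uterine epithelium, vessel, red cell, extracellular matrix, macrophage, neutrophil, lymphocyte, proliferation, steroid synthesis, nutrient transport, endosome and lysosome, interferon response, inflammation, hypoxia, immediate-early response, imprinted genes, signalling pairs, the organoid trajectory, Y-linked genes, mitochondrially encoded genes, replication-dependent histones and small RNAs without a polyA tail. The genes of S3, S4, S5 and S6 Tables were also looked up. 2 lists of epithelial genes were added after the data were seen.

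The rule for a difference was tested on simulated data with 35670 genes. With counting error only, 100 of 100 genes set to an 8-fold difference were called, 0 of 100 set to a 2-fold difference, and 0 of 10003 unchanged genes. With a biological CV of 40% added, 88 of 100, 8 of 100 and 99 of 10003 were called. With 1 library per animal, the spread between animals was not estimated.

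Alternatives were TPM, RPKM thresholds of 0.5 and 5, unique reads, each library alone, a pseudocount of 0.1 for correlations, other filters on low counts, scaling by total reads and by DESeq2 size factors, 5 reads added, a 2-fold rule and random lists without matching. The 4 other term placentas, the sTOs, the uterine tissues and the PTr2 cells were left out, as were the single-cell and spatial data, since no values of theirs were analysed here.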

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

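The tests that compare the vessel with the macrophage list, the immediate-early list with trophoblast genes, and intron with exon reads were chosen only after the result was seen, and those on exon length and GC content and on epithelial genes were added after the data were seen. The signals here lie in genes that the paper does not discuss for term placenta, and each is above the limit that a count of 0 allows (3 reads).

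Vessel genes were higher in replicate 2. The median log2 ratio of 9 measured vessel genes was 1.91 (1.57 to 2.37), and VWF, at an RPKM of 8.47 and 29.5, was among them, while the 9 measured red cell genes had a median of 1.58 and mitochondrially encoded proteins took 12.33% and 24.13% of gene reads. A lower share of trophoblast alone would raise the genes of every other cell type alike. The vessel median lay 1.61 above the macrophage median of 0.30, more than the larger of the 2 lists' ranges (1.41). This argues against an equal rise of these 2 lists only. Whether trophoblast also expresses genes of the macrophage list was not checked. The smooth muscle, extracellular matrix and fibroblast medians (1.07, 1.14 and 1.17) lay nearer to the vessel median, so these values cannot decide how far a lower share of trophoblast accounts for it. GC content was taken over the whole gene from start to end, introns included. Against random lists matched also on it and on exon length, the 8 vessel genes with a GC value were at percentile 100 (median 1.96). This argues against a bias of exon length. The GC content of the sequenced transcripts was not measured, so a bias of it cannot be judged. A larger share of vessel or stromal cells in the sampled piece, a difference between the animals or a difference in dissection could each remain and was not tested.

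Immediate-early genes, which cells switch on within minutes of a stimulus, were lower in replicate 2. The median log2 ratio of the 12 genes was -1.91 and 0 were higher, with an RPKM of 456 and 91.2 for ZFP36, 291 and 67.7 for JUN, 218 and 35.8 for EGR1, 120 and 17.9 for ATF3 and 29.6 and 4.31 for FOSB. A lower share of trophoblast would move them as far as trophoblast genes, but the list was at percentile 0 of 10000 lists drawn from 25 trophoblast genes (median -0.55, lowest list median -1.31). The lowest of the 25 genes was SOX5 at -1.46, so no drawn list could reach -1.91. The draw thus adds nothing to a comparison of the genes' ratios. The immediate-early list was also at percentile 0 against random lists matched on exon length and on the GC content of the whole gene. A general loss of unspliced RNA would lower intron reads against exon reads. The median difference over 5803 genes was -0.0507 (quartiles -0.51 and 0.42), against -0.96 for an effect of 50% of the immediate-early median. Intron reads do not measure the decay of spliced mRNA, so these values cannot decide whether short-lived mRNA was lost. Time or handling between delivery and RNA isolation, and a difference between the animals, could remain and were not tested, and no biological explanation was tested because both libraries are of 1 condition.

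The largest difference with a gene symbol toward replicate 2 was SCEL, a gene of the cornified envelope of squamous cells, with 2 reads in replicate 1 and 146 in replicate 2 (log2 ratio 6.15, 95% interval 4.62 to 9.55). IVL, another gene of that envelope, had an RPKM of 1.43 and 10.8, CDSN, a gene of cornified cell junctions, had 6 and 223 reads, and the uroplakin genes UPK1B and UPK3A had 2.26 and 10.7, and 1.28 and 6.55. Squamous epithelium would bring its abundant keratins, but KRT5 had 0 and 7 reads, and KRT1 and KRT4 had 0. Of the 19 genes listed for this epithelium, 14 were matched and the others have no value here. Of the 14, 1 reached an RPKM of 1 in replicate 2 (SFN, 140 and 90.1), although the median of the 7 measured genes was 1.03 (percentile 93.3). KRTDAP had 0 and 11 reads, DSC3 had 14 and 81, PKP1 had 69 and 137, KRT10 had 36 and 60, SPINK5 had 90 and 9 and TGM1 had 12 and 7. With part of the list unmeasured, these values cannot exclude squamous epithelium. For a urothelium-like epithelium the list was at percentile 72.7, with 2 of 8 genes at an RPKM of 1 in replicate 2 (UPK2, 38.2 and 22.7, and SNX31, 0.314 and 1.03). Besides squamous epithelium, trophoblast that expresses these genes or a difference between the animals could remain and was not tested.

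The sum of RPKM over the 7 matched of the 9 Y-linked genes that the paper uses was 21.7 in replicate 1 and 19.4 in replicate 2, both above 2, the level above which the paper's rule calls a sample male. EIF2S3Y and DDX3Y were not matched. PLET1, a gene of the placenta-expressed transcript 1 protein, had an RPKM of 13998 in replicate 1 and 11469 in replicate 2, ranking 5 and 7 of all genes. HBB, the beta chain of hemoglobin, had an RPKM of 802 in replicate 1 and 2041 in replicate 2.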

How the results depend on the processing

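Random lists matched on exon length and GC content and the use of unique reads for the difference between libraries were alternatives chosen after seeing the data. The number of genes counted as different and higher in replicate 2, with the whole interval beyond 4-fold, was 130, and it was 83 with scaling by total reads, 203 with at least 20 reads, 208 with no filter and 783 at a 2-fold rule. All 83 were among the 130, and the 130 were all among the 203, 208 and 783. In replicate 1, the 59 genes became 401 at a 2-fold rule. A lower threshold or filter admits more genes by construction, and the cause of the change with total reads is the scaling, which moves the median log2 ratio of all genes from -0.01 to -0.22. With total reads 83 and 85 genes were higher in replicates 2 and 1. The number of uterine gland markers expressed in both libraries was 2 at an RPKM of 1, 0 at 5, 3 by TPM and 2 to 3 with 1 library left out. At an RPKM of 5 the trophoblast markers of Fig 1K numbered 9 (TP63 left) and the fibroblast markers 3 (PDGFRA left), and under the other alternatives run for them they stayed at 10 and 4. Over all lists, 153 counts of members stayed within 1.5 times the main count and 15 did not. Both Y-linked sums stayed above 2, and Pearson's correlation ranged from 0.939 to 0.977. A scaling factor shifts every list alike, so scaling is no test of the percentiles of lists, which kept their side of the 2.5% ends. The macrophage list left the top 2.5% (90.7 at 100 reads, 86.1 without matching, 96.4 with length and GC content) and the inflammation list the bottom 2.5% (8.01 at 100 reads), while hypoxia came into the top 2.5% (98.6 at 100 reads), and the cause was not tested. At 100 reads the red cell, endometrium and uterine epithelium, interstitium, neutrophil and histone lists had too few genes for a percentile. AIF1, COL1A1 and STAT1, 3 of the named genes, change sign with scaling. No paired analysis was possible because there is 1 condition. Depth limits genes with few reads, such as SCEL and SPINK4 in the lower library.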

Differences from the paper's values

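The paper's text gives no number for term placenta that was also computed here. For the uterine gland markers, the paper states that term placentas lack their expression (Fig 1K). Here FOXA2 had 0 reads in both libraries, MUC1 had an RPKM of 0.497 and 1.36, and WFDC2 had 2.00 and 10.3, in replicates 1 and 2. Of the 3 gland genes of Fig 1K with a value, 1 (WFDC2) reached an RPKM of 1 in both libraries and 0 reached 5. Fig 1K is drawn on a scale relative to the other tissues of each gene, which the values here are not, and MUC16 has no value here. The paper's statement that term placentas have some fibroblast marker expression matches 4 of 4 markers expressed in both libraries.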

Other observations

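The most abundant genes of both placentas included genes of mitochondria, genes of a contig that carries ribosomal RNA, and genes of trophoblast. COX1, a subunit of cytochrome oxidase, was the highest, at an RPKM of 22639 in replicate 1 and 46940 in replicate 2. Among nuclear genes of known name, PLET1 stood first, and the growth factor precursor gene GRN, which the paper ties to interface trophoblast, had 4812 and 2969. HAVCR1, another interface gene, had 2377 and 1340, and TGM2 had 284 and 89.98, while SOX5 had 2.92 and 0.916. LOC100522849, a gene of pregnancy-associated glycoprotein 2-like type on chromosome 2, had 3699 and 3465. The folate receptor gene FOLR1 had 1865 and 1463, and the glucose transporter gene SLC2A3 had 300.5 and 196. Of 23 nutrient transport genes, 17 were expressed, with a median log2 ratio of -0.17 (percentile 22.3), and the glycerol and water channel AQP9 had 8.26 and 1.98 and the taurine transporter SLC6A6 had 10.8 and 2.78. Among 13 genes of steroid synthesis, 8 were expressed (median ratio -0.21, percentile 13.8, 4 higher in replicate 2). With a filter of 100 reads, which keeps 8 genes, the median was -0.44 (percentile 4.53). HSD11B2, which inactivates cortisol, had 626 and 379.5, HSD3B1 had 241 and 93.9, and CYP17A1, the enzyme on the way to androgens and estrogens, had 199 and 22.7 and was counted as different (log2 ratio -2.92). CYP19A2, a gene outside the list that was named by position, had 403 and 27.2 and was also counted as different (log2 ratio -3.68). Of its exon reads, 74.3% in replicate 1 and 69.7% in replicate 2 were unique, so whether all of them come from this gene is open. The growth factor gene IGF2 had 1175 and 972, and 11 of 12 imprinted genes were expressed (median -0.11, percentile 37.9), PEG10 at 132 and 102, PHLDA2 at 133 and 45.3 and IGF2R at 7.08 and 17.1.

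Genes that the paper assigns to areola trophoblast were expressed in 11 of 15 matched cases (median ratio -0.31, percentile 7.36). The amino acid transporter-like gene SLC7A4 had 1072 and 780.03 and the endocytic receptor gene LRP2 had 14.3 and 65.4, while SPINK4 had 11.8 and 0.0723 (175 reads and 1 read). Of 20 genes of endosome and lysosome, 18 were expressed (median -0.07, percentile 33.4), NPC2 at 165 and 420.5. Of the 4 interstitium genes 3 were expressed, with GPC3 at 24.9 and 37.6 and APOE at 12.9 and 21.6. Of the trajectory genes 8 of 9 were expressed (median -0.15, percentile 31.6), NUPR1 at 317 and 341 and ITM2C at 299 and 126. Of the signalling pairs, 9 of 13 were expressed (median -0.28, percentile 11.1), MDK at 139 and 207, SDC2 at 4.39 and 15.4 and ANGPTL4 at 72.8 and 18.5. With a filter of 100 reads, which keeps 10 genes of this list, the median was -0.08 (percentile 50.3).

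Of the 189 genes counted as different between the 2 placentas among 10623 with enough reads, 130 were higher in replicate 2 and 59 in replicate 1, and with scaling by total reads 83 and 85. Among genes with a symbol other than a LOC or Ensembl identifier, the largest toward replicate 2 after SCEL were the mitochondrial gene ATP8, FGFBP1 (RPKM 0.209 and 11.9), MUC4 (0.12 and 5.15), the endothelial gene ESM1 (2.60 and 100.4), CHST9, CDSN, CYP1A1, ADGRF4 and ADGRB1, with log2 ratios from 4.95 to 6.09. The span of ATP8 (8959 to 9162 on the mitochondrial genome) overlaps that of ATP6 (9120 to 9800). ATP6 had 394899 and 652725 reads (log2 ratio 1.03), so whether the reads given to ATP8 reflect its RNA level is open. Toward replicate 1, among genes with such a symbol, FBP2 had 163 reads and 0 reads, and SPINK4, CCK, LDHB, SGK2, TENM2, CHST8, TNFSF18, CPA5 and KCNIP3 followed, with log2 ratios from -6.61 to -3.87. The gene named LDHB in the tables spans 1281 bases of chromosome 2, all of them exon, and 70.9% of its exon reads in replicate 1 were unique, so whether its reads come from the LDHB gene itself is open. SPINK4 had 1 read and CCK 2 reads in replicate 2, with 95% intervals of -12.46 to -4.65 and -9.31 to -4.38. In simulated data with a biological CV of 40%, the rule called 99 of 10003 unchanged genes, so part of the 189 would be reached by ordinary spread of that size.

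Genes of blood and its cells were also compared. All 9 measured red cell genes were higher in replicate 2 (median 1.58, percentile 99.9), with ALAS2, the first enzyme of heme synthesis in red cells, at an RPKM of 3.77 and 12.5 and the alpha-globin gene ENSSSCG00000007978 at 343 and 1027. Over its 11 matched genes the list had a median RPKM of 0.0913 and 0.450, and too few passed a filter of 100 reads for a percentile. Globins took 0.157% (Clopper-Pearson 95% interval 0.156 to 0.159) and 0.431% (0.428 to 0.433) of gene reads. The macrophage list, with 10 of 10 genes expressed, had a median of 0.30 (percentile 97.8), which was at percentile 90.7 with a filter of 100 reads, 86.1 against random lists without matching and 96.4 against lists matched on length and GC content. C1QA was at 24.3 and 48.4, CD68 at 6.70 and 11.5 and AIF1 at 28.7 and 26.1, and CSF1R, CD14 and CD163 had log2 ratios of -0.21, -0.12 and -0.03. The neutrophil list had 2 of 8 expressed (median 0.41, percentile 77.8), among them S100A12 at 2.25 and 23.8 and FCGR3A at 12.1 and 42.3. Of 10 lymphocyte genes, 2 were expressed, NKG7 at 2.49 and 3.68 and CD79B at 3.44 and 9.73, and the list had too few measured genes for a percentile, as had the uterine gland list. Of 6 genes of endometrium and uterine epithelium, 3 were expressed, IGFBP3 at 34.6 and 149, SLPI at 44.5 and 106 and MEP1B at 49.4 and 21.9. In that list 3 of 5 measured genes were higher in replicate 2 (median 1.42, percentile 99.7), and MEP1B and ESR1 were lower, with log2 ratios of -0.97 and -0.60. The proliferation list, with 3 of 11 expressed, had a median of 1.03 (percentile 99.5), TOP2A at 0.483 and 1.58, MKI67 at 0.187 and 0.546, PCNA at 16.5 and 21.0 and PRC1 at 9.72 and 5.62.

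Among the response lists, 8 of 16 interferon genes were expressed (median 0.41, percentile 90.7), BST2 at 9.18 and 9.66, STAT1 at 4.02 and 3.66, IFI6 at 2.33 and 4.81 and IFIT1 at 0.527 and 1.60. Inflammation genes had a median of -0.52 (percentile 1.16, or 8.01 with a filter of 100 reads, which keeps 6 genes), and 6 of 12 were expressed, PTGS2 at 409 and 255, NFKBIA at 23.0 and 15.0, ICAM1 at 20.8 and 12.1 and PTGS1 at 2.07 and 3.61. Hypoxia genes had a median of 0.31 (percentile 92.3, or 98.6 with a filter of 100 reads, 10 of 12 expressed), LDHA at 134 and 202, NDRG1 at 84.5 and 122, VEGFA at 79.9 and 30.4 and EGLN3 at 1.57 and 5.24. Among 27 lists, 3 lay in the bottom 2.5% and 9 in the top 2.5%. Matrix and muscle genes not named above were SPARC at 65.0 and 177, ACTA2 at 45.6 and 82.9, MYL9 at 47.6 and 56.5, MYH11 at 5.59 and 13.1 and MYLK at 2.50 and 5.59. Of these lists, 15 of 16 matrix, 9 of 9 smooth muscle, 9 of 11 vessel, 4 of 11 red cell, 10 of 11 interface trophoblast and 12 of 12 immediate-early genes were expressed.

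The shares of gene reads of the 13 proteins encoded in mitochondria had Clopper-Pearson 95% intervals of 12.32% to 12.34% in replicate 1 and 24.12% to 24.15% in replicate 2, and the list had a median ratio of 1.03 (percentile 100). Its members ranged from -0.68 for ND6 and -0.61 for ND5 through 0.22 for ND4L and 2.26 for ND1 to 6.09 for ATP8, which had 1227 and 67816 reads. ATP6, whose span overlaps that of ATP8, had a log2 ratio of 1.03. Mitochondrial ribosomal RNA took 0.338% (0.336 to 0.340) and 1.432% (1.427 to 1.436) of gene reads, ribosomal protein genes 3.113% (3.107 to 3.119) and 3.300% (3.294 to 3.307), and the 10 most abundant genes 20.84% (20.82 to 20.85) and 33.85% (33.83 to 33.87). On an unplaced contig of 51932 bases, RefSeq places 18S ribosomal RNA from 42905 to 45206 and 5.8S from 46571 to 46726. Its genes took 5.028% (5.020 to 5.035) and 9.288% (9.277 to 9.299) of gene reads, and 2.238% (2.233 to 2.244) and 4.275% (4.267 to 4.283) when only unique reads were counted. ENSSSCG00000056698, from 4604 to 46400, had 0.185% and 0.153% unique exon reads. Among them, ENSSSCG00000055221, from 49425 to 50991 on the same strand as 5.8S, had an RPKM of 12019 and 21866, and ENSSSCG00000056610 had 2303 and 5037. Both are protein-coding genes in the tables and are among the markers of S6 Table, and in ribosomal DNA the 28S gene follows 5.8S.

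Replication-dependent histone genes, whose mRNAs lack a polyA tail, were expressed in 6 of 19 matched cases (median ratio 0.62, percentile 97.3), H2BC21 at 22.3 and 6.75 and H2AC4 at 13.0 and 18.0. Of the exon reads of H2BC21, 0.358% in replicate 1 and 0% in replicate 2 were unique, so its level cannot be assigned to this gene alone. None of the 7 small RNAs without a polyA tail was matched to a gene with a value. The Y-linked genes had a median ratio of -0.07 (percentile 40.5), EIF1AY at 10.0 and 10.7, LOC110255257 at 4.12 and 3.39 and LOC100625207 at 3.14 and 1.77. In the 2 term placentas, 59 of 59 genes of S3 Table, 62 of 62 matched genes of S4 Table, 109 of 110 of S5 Table and 20 of 20 of S6 Table had an RPKM of at least 1 in both libraries, against 34.8% of the 27209 genes with exons. The exception in S5 Table was S100A2. The study chose these lists as markers shared by sTO clusters and trophoblast clusters of placental sections, so wide detection in placenta is not independent evidence.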
